# Abraxane, the Nanoparticle Formulation of Paclitaxel Can Induce Drug Resistance by Up-Regulation of P-gp

**DOI:** 10.1371/journal.pone.0131429

**Published:** 2015-07-16

**Authors:** Minzhi Zhao, Chunni Lei, Yadong Yang, Xiangli Bu, Huailei Ma, He Gong, Juan Liu, Xiangdong Fang, Zhiyuan Hu, Qiaojun Fang

## Abstract

P-glycoprotein (P-gp) can actively pump paclitaxel (PTX) out of cells and induces drug resistance. Abraxane, a nanoparticle (NP) formulation of PTX, has multiple clinical advantages over the single molecule form. However, it is still unclear whether Abraxane overcomes the common small molecule drug resistance problem mediated by P-gp. Here we were able to establish an Abraxane-resistant cell line from the lung adenocarcinoma cell line A549. We compared the transcriptome of A549/Abr resistant cell line to that of its parental cell line using RNA-Seq technology. Several pathways were found to be up or down regulated. Specifically, the most significantly up-regulated gene was ABCB1, which translates into P-glycoprotein. We verified the overexpression of P-glycoprotein and confirmed its function by reversing the drug resistance with P-gp inhibitor Verapamil. The results suggest that efflux pathway plays an important role in the Abraxane-resistant cell line we established. However, the relevance of this P-gp mediated Abraxane resistance in tumors of lung cancer patients remains unknown.

## Background

Drug delivery via nanoparticle-based carriers has shown promising pharmacological improvements in cancer therapy [1, 2] Nanoparticle albumin-bound paclitaxel (Abraxane) has been approved by FDA for use in patients with metastatic breast cancer and Non-small-cell lung carcinoma (NSCLC) [3, 4]. Abraxane is a 130 nm albumin-bound particle form of paclitaxel (PTX), which is a member of the taxane family and an important agent in cancer chemotherapy. PTX acts by binding to microtubules and interfering with the mitotic process [5]. The clinical implementation of PTX was limited by its poor water solubility. Abraxane is less toxic and improves the drug effect in tumor through enhanced permeability and retention (EPR) effect [6]. Furthermore, the transcytosis of albumin-bound paclitaxel across the endothelial barrier is facilitated by its binding to the gp60 receptor and caveolar transport. In the tumor interstitial space, albumin-paclitaxel complexes bind to the Secreted Protein Acidic and Rich in Cysteine (SPARC), which is overexpressed in a majority of tumors [7], to achieve enhanced drug targeting and penetration in tumors [8].

The efficacy of chemotherapy of cancer is impeded by drug resistance, either because tumor cells intrinsically resist drug action, or the tumor cells initially respond to therapy, after which there is selection for cells in the population capable of circumventing drug action [9]. A lot is known about acquired resistance by generation of the cell models in the laboratory. These mechanisms include decreased drug uptake into cells, increased drug efflux, activation of detoxifying enzymes (e.g. cytochrome P450), activation of DNA repair system, and inhibition of apoptotic signaling pathways [10]. Increasing drug efflux by overexpression of ATP-binding cassette (ABC) transporters is a common mechanism for cellular resistance to paclitaxel and other anticancer agents such as Doxorubicin (DOX) and vinblastine [10, 11]. ABCB1 belongs to ABC transporter family and encodes a membrane protein P-glycoprotein (P-gp), which is a well-known efflux pump responsible for multiple drug resistance (MDR)[12]. Cells resist PTX were found to exhibit cross-resistance to a variety of other hydrophobic drugs and to have elevated levels of P-gp[10]. Besides the efflux pump, mechanisms of resistance to taxane family drugs also include alterations in the growth characteristics, overproduction of mutant p53 and spontaneous mutations [13, 14], as well as alteration of microtubule composition or dynamics [15], and overexpression of Bcl-2 [16].

It is widely recognized that nano-formulations of drugs can be used to overcome P-gp mediated resistance and a lipid-based PTX nanoparticle was reported to have such feature [17]. In this study, Dong et. al suggested that two major reasons for enhanced cytotoxicity of DOX or PTX lipid-based NPs in P-gp mediated resistance: 1) increased drug uptake by endocytosis that bypasses P-gp and 2) decreased efflux rate through inhibition of P-gp function caused by Brij 78, a surfactant component in NPs [17]. Similarly, the enhanced antitumor activity of Abraxane might relate to increased intra-tumor PTX concentration as reported in one preclinical study [18]. But whether albumin-bound PTX nanoparticle can overcome the drug resistance problem mediated by P-gp is unclear [4]. Zhang et al. show that PTX relapsed tumors developed resistance against paclitaxel, but not to Abraxane [19]. However, whether the mechanism of the resistant tumor in this study is via P-gp is unknown. Stordal et al. reported that resistance of PTX in a cisplatin-resistant ovarian cancer cell line is mediated by P-gp [20]; unfortunately, no test on Abraxane resistance was performed in this work. The excipient of Abraxane is human albumin solution containing albumin, sodium, sodium caprylate and N-acetyl tryptophanate. None of them have been reported to affect P-gp activity. Albumin-bound PTX rapidly decreased its size from 130 nm to proximately 24nm and 10 nm following dilution in plasma to different concentrations. [21]. Gardner et al. developed an assay to quantitate total and unbound paclitaxel in human plasma following Abraxane treatment of patients. They found the unbound form was 6.4% of total drug and does not vary with time [22]. Since PTX is noncovalently bound to Albumin, it is quite possible that PTX might dissociate from albumin and cause the same cytotoxicity and resistance to cells as treatment of free PTX. After Abraxane enters the cell by endocytosis as most nanoparticles [23] or assists by SPARC as mentioned above [8], however, so far there is no detailed study on how Abraxane behaves inside the cell. Presumably, a steady state will be achieved where some drug is bound to albumin and some is dissociated as free form. However, the dissociation constant and time to reach the steady state is not clear. According to the calculation based on the P-gp crystal model, the entrance of the P-gp channel is 2.2 nm and the widest part is 3 nm, which is smaller than many NPs. The size-exclusion effect was assumed to contribute to the anti-resistance effect of some NP-formulated medicines [24]. Thereforeif albumin-bound form is the majority one inside cells, P-gp will not be induced to resist Abraxane. Then, will cells develop resistance against Abraxane? And if yes, what can be the mechanisms involved?

To answer these questions, first we stepwisely increased the concentration of Abraxane added to the drug sensitive non-small-cell lung line (NSCLC) A549. After 6 months we were able to successfully establish an Abraxane-resistant NSCLC cell line (A549/Abr) with an IC50 of 1314.66±25.29nM, whereas the IC50 for A549 sensitive cell is 11.06±1.06nM. We then characterized the changes in cell morphology and cell proliferation. Finally, the transcriptomic profile analysis was carried out on both A549/Abr and A549 using RNA-Seq technology, with the aim to find out the molecular mechanisms involved in the resistance of Abraxane.

## Methods

### Drugs and chemicals

Abraxane was obtained from Celgene Co. (Summit, NJ, USA). PTX, docetaxel (DTX), Doxorubicin (DOX), Cisplatin (CDDP) and fluorouracil (5-FU) were procured from the Zhejiang Hisun Pharmaceutical Factory (China); Verapamil (VP) from Acros Organics Co. (Geel, BE). The antitumor cyclic hexapeptide RA-V [25], isolated from a Chinese natural medicine, the roots of Rubia yunnanensis, was a gift from Ninghua Tan’s group at Kunming Institute of Botany, Chinese Academy of Sciences. Propidium iodide (PI), RNase A and MTT (3-(4,5-dimethyl-thiazol-2-yl)-2,5-diphenyl tetrazolium bromide) were purchased from Sigma Aldrich (St. Louis, MO, USA); DMSO from Amresco Inc. (Solon, OH, USA). Anticancer agents were prepared extemporaneously in complete culture medium immediately prior to *in vitro* use.

### *In situ* TEM

Abraxane was characterized by *in situ* wet-cell transmission electron microscopy (TEM) before the establishment of drug-resistant cell line. Sample was prepared by suspending the Abraxane powder in deionized water, with a final PTX concentration of 10 μM. Sample was added between two silicon nitride window grids in an *in situ* TEM cell. The details of the *in situ* cell structure have been reported earlier [26, 27]. The silicon nitride window grids with 50 nm membrane thickness were purchased from Ted Pella, Inc. Samples were observed with JEOL JEM-2100 TEM system, which was operated under a 200 kV electron acceleration voltage.

### Cell culture and induction of drug resistance

The human non-small-cell lung carcinoma (NSCLC) cell line, A549, was maintained in Dulbecco’s modified Eagle medium/high glucose (DMEM/H; Thermo Scientific, USA) supplemented with 10% (v/v) fetal bovine serum (FBS; Thermo Scientific, USA), 100 U/mL penicillin (Gibco BRL, Grand Island, NY), and 100 μg/mL streptomycin (Gibco BRL, Grand Island, NY) in a highly humidified atmosphere with 5% CO_2_ at 37°C. Cells were passed at preconfluent densities using a solution containing 0.05% trypsin and 0.5 mM EDTA (Life Technologies, Gaithersburg, MD, USA), when the density became 80–90%.

Abraxane-resistant cell line A549/Abr was induced by exposing A549 cells to Abraxane in stepwise increment of concentrations ranging from 10 to 400 nM for over 6 months. To be specific, Abraxane was reconstituted with sterile 0.9% w/v sodium chloride injection (Shijiazhuang No.4 Pharmaceutical Co., China) prior to use, resulting in an effective PTX concentration of 50 μM. When the cells were in logarithmic growth phase, Abraxane was added to the medium to a final concentration of 10 nM as start. From then, at every 24-hour incubation interval, medium was discarded and replaced with fresh one with the same Abraxane concentration. Cells were passed when they were 80% confluent and Abraxane of 10 nM was then added. The concentration of Abraxane was gradually increased by 10–40 nM until 400 nM when the cells had grown steadily in the drug-containing medium. If the cells could not survive, a lower Abraxane concentration was used instead to protect cells from dying. Finally, a cell line resistant to 400 nM Abraxane (named A549/Abr) was derived from A549 after 6 months. For maintenance of Abraxane-resistant cells, the A549/Abr cells were grown in the presence of 100 nM Abraxane. The cells were maintained for at least one week in drug-free medium prior to their use in the experiments. The multiple drug resistance (MDR) characteristics of these A549/Abr cells were identified using various concentrations of anticancer drugs including PTX, DTX, DOX, RA-V, CDDP and 5-FU.

### Cytotoxicity assay in drug sensitive A549 cells and resistant A549/Abr cells

The *in vitro* cytotoxicity of Abraxane, PTX, DTX, DOX, RA-V, CDDP and 5-FU was determined by MTT assay. Briefly, A549 and A549/Abr cells at their logarithmic growth status were seeded in 96-well plates at the density of 4000 cells/well. After 24 h, the medium was aspirated, and replaced with 200 μL of media containing serial dilutions of treatment samples, including Abraxane, PTX, DTX, DOX, RA-V, CDDP and 5-FU. The concentrations of Abraxane and PTX used in each group were 1, 5, 10, 20, 40, 100, 500, 2000 nM. For DTX, the concentrations were 0.1, 1, 4, 10, 40, 100, 400, 1000 ng/mL; for DOX, 1, 10, 40, 100, 400, 1000, 4000 nM; for RA-V, 0.0002, 0.002, 0.02, 0.2, 2, 20, 100 μg/mL; for CDDP, 0.2, 1, 4, 10, 20, 40, 100, 400 μM. Finally, the concentrations of 5-FU were set as follows: 0.01, 0.1, 0.4, 2, 4, 10, 20, 40 μg/mL. After incubation for 48 h at 37°C, the drug-containing growth medium was replaced with 100 μL medium containing 10 μL of MTT (5 mg/mL in PBS). After 4 h, the culture solution was removed, leaving behind the precipitate. Thereafter, 150 μL of DMSO was added to each well to suspend the formazan crystals while vigorously stirring the plates using an automated shaker. The absorbance of each well was read on a microplate reader (Tecan, Switzerland) at a test wavelength of 570 nm. Six wells were used for each drug concentration and the experiment was repeated 3 times. Relative cell viability to untreated control cells was calculated. IC_50_ (concentration resulting in 50% inhibition of cell growth) value for drugs was calculated by SPSS software (version 19.0).

### Cell proliferation assay

We used the MTT method to determine the cell proliferation. Herein, 4×10^3^ cells were plated in 96-wellplates per well. Upon analysis, 100 μL medium containing 10 μL of 5 mg/mL MTT in PBS was added to each well and the cells were incubated for another 4 h at 37°C. The supernatant was then removed, and 150 μL of DMSO was added to each well. The absorbency of each sample was measured with a microplate reader at the wavelength of 570 nm. The surviving cells were measured every day for 7 consecutive days.

### Cell morphology observation

A549 and A549/Abr cells in the phase of logarithm growth were cultured in complete medium with or without 100 nM Abraxane for 24 h. Both cells were examined with the microscope (Leica, Germany) for morphology analysis.

### cDNA Library preparation and sequencing

To prepare samples for RNA-Seq, we cultured A549 and A549/Abr cells in medium with or without 100 nM Abraxane for 4 h. In RNA-seq data analysis, we labeled these four differently treated cells as A549, A549/Abr, A549-100 and A549/Abr-100, respectively. Total RNA was extracted from these cells using TRIzol reagent (Invitrogen) as per the manufacturer’s instructions. RNA concentrations were determined using NanoDrop 2000 (Thermo Scientific). The integrity of RNA samples was determined using 1.2% agarose gel electrophoresis, followed by removal of the residual genomic DNA with RNase-free DNase I (Ambion). Using the Illumina mRNA-Seq library preparation kit, the cDNA library was constructed according to the manufacturer’s instructions. Transcriptome sequencing was then conducted using Illumina Hiseq 2000 Genome Analyzer platform in pair-ended manner with the read length of 100-bp.

### Reads alignment to human genome

TopHat (version 2.0.3) [28] was used to align sequenced reads to the UCSC human reference genome (hg19). We used “bowtie1” parameters during the alignment procedure in TopHat, and no more than two mismatches were allowed for each read.

### Gene expression levels normalization

Aligned results were presented to Cufflinks (version 2.0.2) to calculate the expression level [29]. The gene expression level was measured by the number of fragments per kilobase of transcript per million mapped fragments (FPKM, also known as RPKM [30] in single-ended sequencing experiments). The FPKM method takes account of different gene lengths and sequencing depths between genes and samples, which guarantee the comparison of gene expression among samples.

### Unsupervised Cluster analysis

Logarithmic transformation of gene expression intensity was executed before clustering. Average linkage hierarchical clustering was performed in this study using Pearson distance as the distance measure between genes and samples. Computation and visualization were achieved using heatmap.plus package in R.

### Differentially expressed gene identification

By using Cufflinks and cuffdiff, we identified pairwisely differentially expressed genes (DEG) based on the following criteria: fold change ≥2 (or log2 fold ≥ 1) and FDR ≤ 0.05.

### Gene expression validation by qRT-PCR

Total RNA was extracted as described above and reversely transcribed using the RevertAid First Strand cDNA Synthesis Kit (Fermentas, Glen Burnie, MD). qRT-PCR was performed on the CFX96 Real-Time PCR Detection System (Bio-Rad, Hercules, CA) using Maxima SYBR Green/ROX qPCR Master Mix (Fermentas). Primers were designed using Primer 5 and PrimerBank (http://pga.mgh.harvard.edu/primerbank/index.html). The primer sequences were listed in S1 Table. Transcription levels were normalized to that of glyceraldehyde 3-phosphate dehydrogenase. The samples used for qRT-PCR were the same ones used for RNA-Seq in all groups.

### Gene ontology analysis

WebGestalt [31] was used for Gene Ontology (GO) analysis with the following parameters: “hypergeometric distribution” as statistical method, “BH” as multiple test adjustment, “top10” as the significance level, and “2” as the minimum number of genes for a category. The updated Kyoto Encyclopedia of Genes and Genomes (KEGG) database [32] was used to calculate the enriched pathways of differentially expressed genes.

### Gel electrophoresis and western blotting

To determine the protein level of P-gp, total protein was collected from cultured A549 and A549/Abr cells. Specifically, A549 and A549/Abr cells were washed twice with ice-cold PBS, lysed in RIPA Lysis Buffer (Boster, Wuhan, China) supplemented with 100 μg/mL PMSF. Lysis was incubated with protease inhibitor cocktail (Sigma-Aldrich, St. Louis, MO,USA) for 30 min in an ice bath, then centrifuged at 12,000 rpm for 5 min at 4°C. The concentration of total protein was measured using a BCA Protein Assay Kit (Pierce, USA). Equal amounts of protein extracts (30 μg) were separated on a 10% SDS polyacrylamide gel and then transferred onto a nitrocellulose membrane (Pall Corporation). After blocking at room temperature for 2 h in Tris-buffered saline containing 0.05% Tween 20 (TBS-T) and 5% (w/v) dry powdered milk, the membrane was washed three times for 5 min each with TBS-T. Then the membrane was incubated with primary antibodies to P-gp (Cat. No. 517310; Merck, Darmstadt, Germany) and β-actin (Santa Cruz Biotechnology, CA, USA) overnight at 4°C,washed with TBS-T and then exposed to species-specific horseradish peroxidase (HRP) conjugated secondary antibodies (abcam, Massachusetts, USA) at room temperature for 2 h. Following five washes with TBS-T, the membrane was developed for visualization of proteins by ECL chemiluminescence system (Santa Cruz, USA). A bar chart was made using ImageJ to show the intensities of the protein bands.

### Statistical analysis

Each of the MTT assay, FCM and qRT-PCR was repeated at least three times. And values of one standard deviation (SD) above and below the mean values (mean±SD) were calculated. The significance of difference of the means was tested by the one-way analysis of variance (ANOVA) using SPSS software (version 19.0). Differences were considered significant when P<0.05.

## Results

### Characterization of Abraxane by *in situ* TEM

*In situ* transmission electron microscopy (TEM) was used to characterize the albumin-bound Paclitaxel (PTX) nanoparticle (NP) drug in deionized water (see Methods). Specifically, individual particles were suspended in deionized water and were observed to remain stable for at least 3 h (Fig 1A). The particles were roughly round shaped with varied sizes. The sizes of the particles were measured and plotted (Fig 1B). The sizes of the NPs range from 10 nm to 60 nm, with a roughly Gaussian distribution based on more than 40 particles measured. Obtaining the actual Abraxane size in liquid is important for its applications, as the pharmaceutical effect is closely related to the particle size. Our *in situ* TEM measurement is consistent with previous dynamic light scattering measurement [21] in that Abraxane is decomposed to smaller size after suspension.

**Fig 1:**
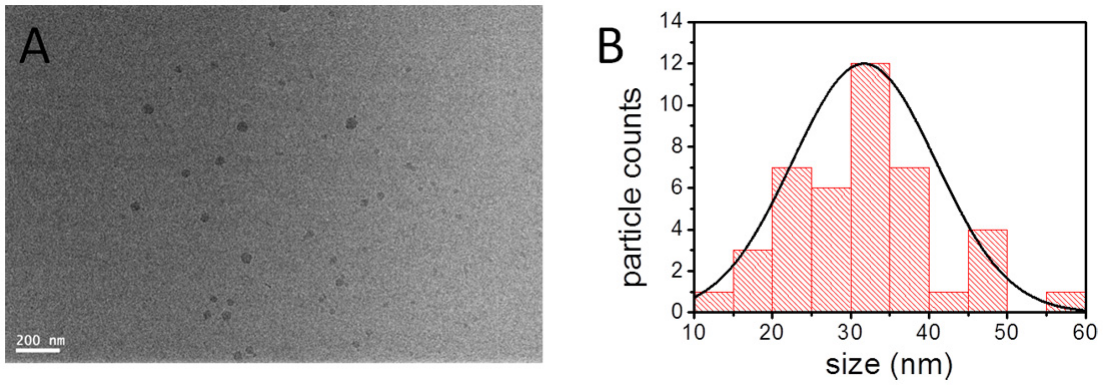
(A) *In situ* liquid cell TEM image of the 10 μM Abraxane solution sample, and (B) the size statistics of the albumin-bond paclitaxel particles obtained from (A). The curve in (B) is the Gaussian fit of the data.

### A549/Abr cells acquired resistance to Abraxane

The Abraxane-resistant A549/Abr cell line was established by stepwisely increasing the concentration of Abraxane added to the drug sensitive non-small-cell lung carcinoma (NSCLC) cell line A549 over a period of 6 months as described in Methods. MTT assay showed the IC_50_ values of Abraxane for A549 cells and A549/Abr cells were 11.06±1.06nM and 1314.66±25.29nM, respectively (Fig 2A). The resistance index (RI, ratio between the IC50 of resistant and sensitive cell lines) of the A549/Abr cell line was 118.79, which indicated that an Abraxane-resistant cell line was successfully established. To check whether the resistant cell line acquires multiple drug resistance (MDR) phenotype, we exposed A549/Abr to six other antitumor agents: paclitaxel (PTX), docetaxel (DTX), doxorubicin (DOX), cisplatin (CDDP), cyclic hexapeptide RA-V and fluorouracil (5-FU). IC_50_ from MTT assays and RI values were summarized in Table 1, suggesting that A549/Abr cells exhibited cross-resistance to PTX, DTX, DOX and RA-V, but not to CDDP and 5-FU.

**Fig 2:**
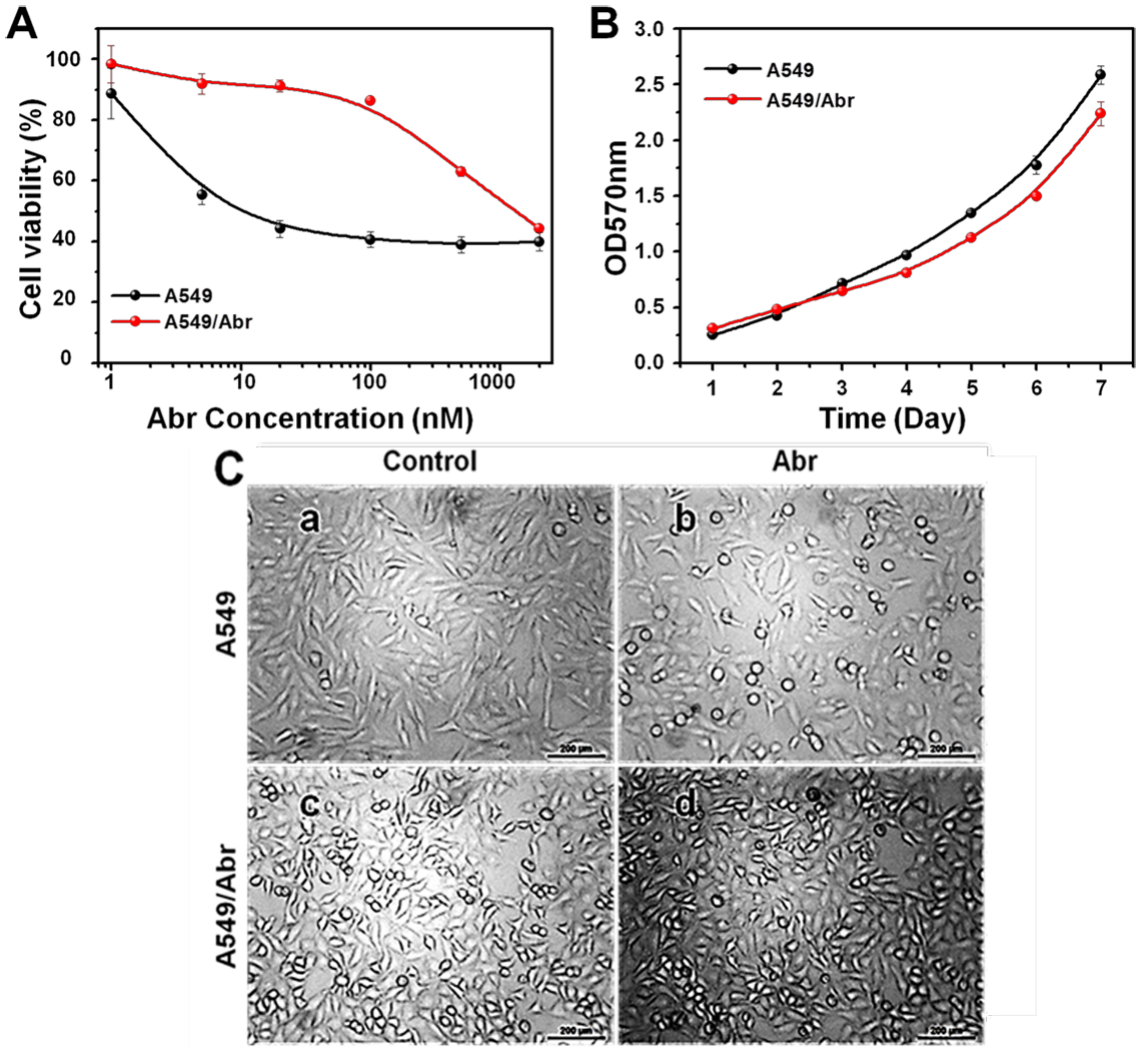
Establishment of Abraxane-resistant NSCLC cell line. (A) The A549/Abr cell line is resistant to Abraxane. A549 (•, black) and A549/Abr (•, red) cells were treated with the indicated increasing concentrations of Abraxane for 48 h. Cell viability was detected using MTT assay. Each point represents the mean±SD of three measurements. IC_50_ is the concentration of Abraxane that inhibits 50% of cell proliferation. The IC_50_ values for the A549 and A549/Abr cells were 11.07 nM and 1314.66 nM, respectively. (B) Growth curves of both cell lines, A549 (black dots) and A549/Abr (red dots). The curves of Abr-resistant cells rise up slowly. The doubling time of A549 cells is 49.56 h and that of A549/Abr cells is 54.65 h. (C) Morphological comparison of A549 cell line and A549/Abr cell line. Effects of Abraxane on the morphologic changes in A549 and A549/Abr cells. Cells were treated with (b and d) or without (a and c) 100 nM Abraxane for 24 h and the morphologic changes were observed by microscopy.

**Table 1:** IC_50_ and RI values of A549 and A549/Abr cells. Effects of selected drugs on both cell lines. RI means resistance index, ratios of IC50_A549/Abr_/IC50_A549_. Data represents mean±SD of at least three separate experiments. The results suggested multidrug-resistant characteristic of A549/Abr.

	IC_50_ (mean±SD)			
Drug	A549	A549/Abr	RI	P
Abraxane(nM)	11.07±1.06	1314.66±25.29	118.79	<0.01
PTX(nM)	8.57±1.49	1412.44±17.91	164.88	<0.01
DTX(nM)	1.10±0.12	297.91±13.65	270.27	<0.01
DOX(nM)	613.21±134.90	1831.07±181.85	2.99	<0.01
RA-V(μg/mL)	0.92±0.17	4.33±0.32	4.71	<0.01
CDDP(μM)	259.67±15.50	250.24±5.63	0.96	>0.05
5-FU(μM)	42.21±3.16	20.74±1.87	0.49	<0.05

### A549/Abr cells show lower proliferation rate than A549 cells

The growth curves of the parent A549 cells and the drug-resistant cells showed that the proliferation rates of A549/Abr cells were lower than that of parental cells (Fig 2B). The population doubling time of A549 cells and A549/Abr cells was 49.56±5.53 h and 54.65±4.87 h, respectively (P<0.05). This indicates that the cell cycle time of A549/Abr is significantly longer than that of A549 cells by 5 hours.

### A549/Abr and A549 cells show different cell morphology with or without Abraxane treatment

We further observed the changes of the cell morphology after treatment with Abraxane in both cell lines. As shown in Fig 2C, before the treatment with Abraxane, A549 cells were healthy and homogeneous in size and shape (Panel a). After treatment with 100 nM Abraxane for 24 h, A549 sensitive cells showed significant morphological changes, e.g., shrinkage in size and becoming more round or oval in shape (Panel b). As for A549/Abr cells (Panel c), more cells had the round shaped morphology, and tended to grow in clusters. Treatment with Abraxane had no obvious effect on the morphology of A549/Abr cells (Panels c and d). This suggests that the resistant cells have acquired significant morphology changes.

### RNA-Seq analyses of A549 and A549/Abr cells with or without treatment of Abraxane

To understand the mechanisms leading to MDR of A549/Abr cell line, high-throughput sequencing was performed on the Hi-Seq2000 sequencing platform in parallel. We compared the genome-wide expression profile between A549 and A549/Abr cells with (A549-100 and A549/Abr-100) and without treatment (A549 and A549/Abr) of 100 nM Abraxane for 4 h. 

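A549 is a human lung adenocarcinoma cell line, A549/Abr is the resistant line that the authors derived from it by long exposure to Abraxane, and Abraxane is paclitaxel bound to albumin nanoparticles. RNA-Seq was done on 5 libraries, which were 2 biological replicates of A549 (replicate 1 and replicate 2) and 1 library each of A549-100, A549/Abr and A549/Abr-100. A difference between conditions with 1 library each has no replicate check. The authors aligned the reads with TopHat and deposited the FPKM that Cufflinks gave to each RefSeq transcript in each library. The FPKM of transcripts of the same gene were added up here, which gave 18243 genes, and 11447 of them had an FPKM of at least 1 in at least 1 library. Fold changes were taken as differences of log2(FPKM + 0.1). A gene was counted as changed when it differed at least 2-fold in the same direction against each A549 library, or between the 2 libraries where A549 was not compared. A single limma fit of all 5 libraries, with cell line and drug as terms, left 2 residual degrees of freedom. The deposited values carry no read counts, so the depth behind each value is known only in relative terms. From the most frequent ratio between the lowest FPKM values of the same transcripts, the depth relative to A549 replicate 1 was estimated at 1.83 for A549 replicate 2, 1.49 for A549-100, 2.04 for A549/Abr and 1.75 for A549/Abr-100. Short RNAs took 33.4% of the summed FPKM in A549 replicate 1, 91.8% in A549 replicate 2, 85.0% in A549-100, 84.1% in A549/Abr and 93.0% in A549/Abr-100. Of 2454 protein-coding genes with an FPKM of at least 20 in at least 4 libraries, 79 were listed at 0 in the remaining one. Examples, chosen after their values were seen, are RPL41 and CDC42 in A549 replicate 2, AKT1 in A549-100, RPL7 in A549/Abr and HNRNPU in A549/Abr-100. A value of 0 is therefore not read here as absence of expression.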

The quality of the sequencing reads was satisfied for further analysis (S1 Fig). In addition, expression profiles were highly reproducible between the two biological replicates (r^2^ = 0.84, p <0.0001) (S2 Fig) sequenced for A549 cell line. 

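The squared Pearson correlation of log2(FPKM + 1) between the A549 replicates was 0.747 across 18243 genes, and Spearman's rho was 0.779. Genes are not independent replicates, so no p-value is given. The setting that moved the correlation most was FPKM without a log, which gave 0.0912. With log2(FPKM) over genes above 0 in both libraries it was 0.844, near the paper's 0.84. With log2(FPKM + 1) across all genes, the squared correlation was 0.860 between A549 replicate 1 and A549/Abr. It was 0.855 between A549 replicate 1 and A549/Abr-100, and 0.844 between A549 replicate 2 and A549-100. Between the replicates, 5294 of 10725 genes differed at least 2-fold, with 1633 higher and 3661 lower in replicate 2. The median gene was lower by a log2 difference of -0.37 in replicate 2. After scaling by median-of-ratios factors, this median was 0 and the split was 2438 higher and 2719 lower. The deviation of a gene from its mean over the libraries rose with transcript length in replicate 1 (Spearman's rho 0.271 across 11021 genes) and fell with it in replicate 2 (rho -0.256). Compared with the mean of the A549 libraries, the median gene was shifted by 0.35 in A549/Abr, 0.34 in A549/Abr-100 and 0.04 in A549-100 on the log2 scale, so a change in the A549/Abr libraries has to be read against that shift.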

Approximately 21–38 million reads (100bp paired-end) were obtained and mapped to the human genome. Despite the different sequencing depths obtained for these four samples, the number of transcripts detected approached saturation for all of the samples (Fig 3A), similar to a previously reported transcriptome study [33]. 

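An FPKM above 0 was listed for 16805 transcripts in A549 replicate 1, 16872 in A549 replicate 2, 16843 in A549-100, 17203 in A549/Abr and 16978 in A549/Abr-100. The number of genes with an FPKM of at least 1 was 9978, 8932, 9348, 9899 and 9878 in the same order. A549 replicate 1, the library with the lowest estimated depth, had the most genes at this level and A549 replicate 2 the fewest. The authors' subsampling of reads needs the alignments, so it was not repeated.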

The gene expression levels were measured by the number of fragments per kilobase of transcript per million mapped fragments (FPKM) as described in Methods.

**Fig 3:**
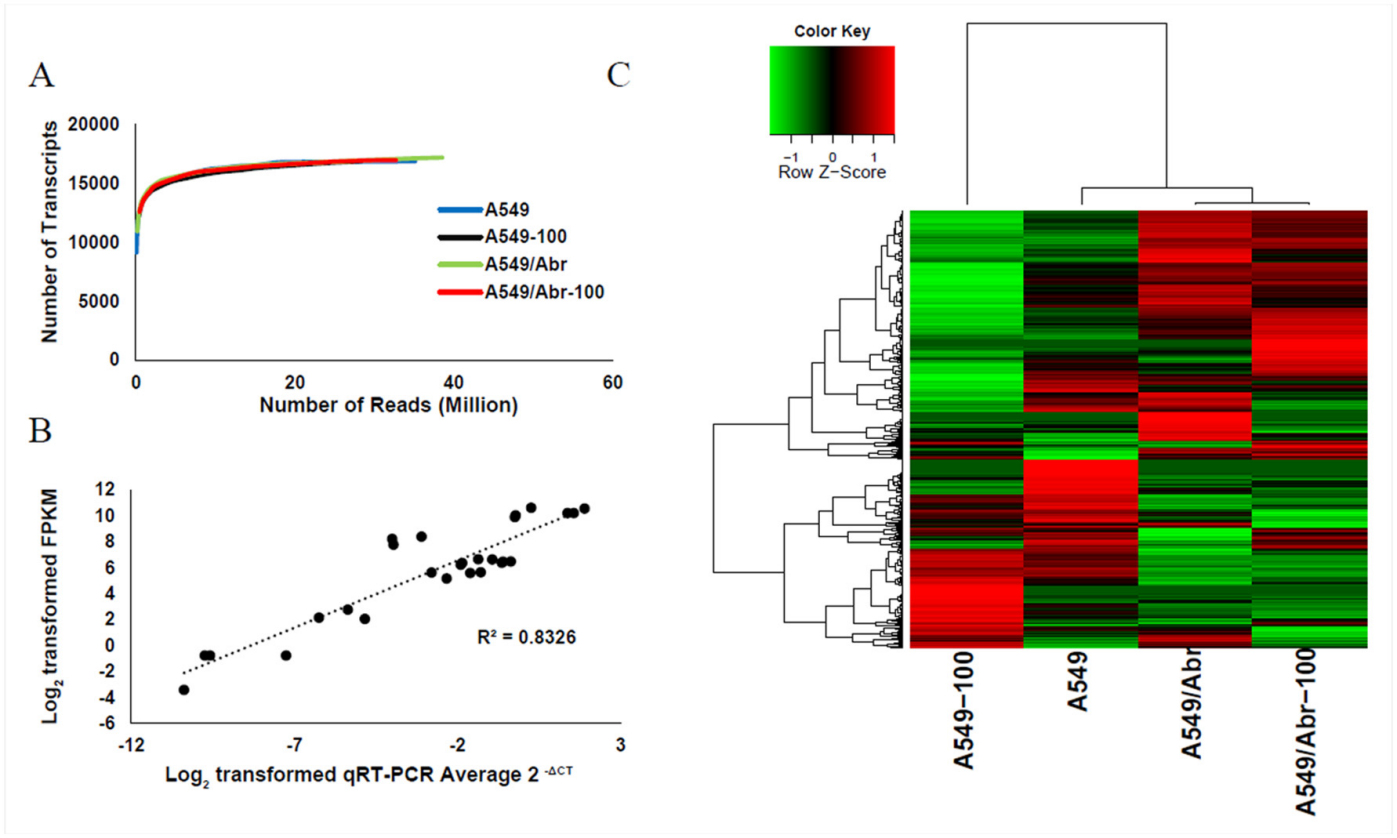
(A) Number of transcripts detected as a function of read depth. X-axis: number of reads (millions) mapped to the genome; Y-axis: the number of transcripts detected in genes from the National Center for Biotechnology Information (NCBI) database. (B) Correlation between qRT-PCR and RNA-Seq for selected genes in A549, A549-100, A549/Abr and A549/Abr-100 cells. The selected genes are ABCB1, ABCC1, ABCG2, MGST1, BCL2, BAX, TP53, ANXA2, HIF1A. (C) Cluster analysis of expressed genes in four cell types. Expression intensities are displayed from green (low expression) to red (high expression).

### Validation of the next generation sequencing (NGS) data by qRT-PCR

To verify the sequencing result, we quantitated the expression of resistance-related genes in these four cell populations using qRT-PCR. Nine genes including three ABC transporters (ABCB1, ABCC1, ABCG2); the drug metabolism enzyme Glutathione S-Transferase Pi 1 (GSTP1); three apoptosis-related genes: B-cell CLL/lymphoma 2 (BCL2), BCL2-associated X protein (BAX) and tumor protein P53 (TP53); a calcium dependent phospholipid binding protein gene annexin A2 (ANXA2) which was identified as highly expressed in MCF-7/ADR (also called NCI/ADR-RES), a p-glycoprotein overexpressing cell line resistant to adriamycin [34, 35]; and hypoxia inducible factor 1, alpha subunit (HIF-1α) which can promote P-glycoprotein expression [36] were selected. The logarithmic transformations of FPKM values of these genes and their relative copy numbers measured by qRT-PCR were compared using methods described by Yang et. al [33]. 

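The qRT-PCR genes include ABCB1, ABCC1, ABCG2, ANXA2, BAX, BCL2 and HIF1A, with GSTP1 in the paper's text and MGST1 in its place in the legend of Fig 3B and in S1 Table, and only their RNA-Seq side was examined here. Their FPKM covered a wide range within each library. BCL2 was among the lowest, at 0.465 in A549 replicate 1, 0.249 in A549 replicate 2, 0.397 in A549-100, 0.271 in A549/Abr and 0.187 in A549/Abr-100. GSTP1 was listed at 733, 1536, 1449, 1005 and 972 in the same order, and ANXA2 at 600.3, 753, 948, 793 and 556. HIF1A was listed at 52.2, 43.1, 79.3, 48.5 and 78.2. For some of these genes the A549 replicates lay far apart. BAX was higher in replicate 2 than in replicate 1 by a log2 difference of 3.00, ABCG2 differed by -3.16 and ABCC1 by -2.74. The median log2 fold change over the genes of this list that reached an FPKM of 1 in at least 1 library was 0.45 in A549-100, 0.03 in A549/Abr and 0.42 in A549/Abr-100 compared with A549. Against A549 replicate 2 alone the last of these was -0.36.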

Results of this study shown by Fig 3B revealed that RNA-Seq data has a high correlation with qRT-PCR data (p < 0.0001; R^2^ = 0.8326).

### Hierarchical Clustering analysis

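The distance between A549/Abr and A549/Abr-100 was 0.118, the shortest of the 10 distances between the 5 libraries, taken as 1 minus the Pearson correlation of log2(FPKM + 1) over 11447 genes. Their squared correlation across genes was 0.871. Between the libraries 1684 of 10565 genes differed at least 2-fold, 786 of them higher in A549/Abr-100, and the median gene did not shift. All of the 5 largest rises and 5 largest falls were in genes listed at 0 in 1 of the libraries compared. The rises were SNORD116-24, RPL27, MT1X, DBI and LAMTOR4 and the falls were MIR1234, MIR4484, SNORD116-7, RPL23 and SNORD116-9. Over genes above 0 in all 5 libraries, a setting added after seeing the data, 654 genes differed.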

Unsupervised hierarchical cluster (Fig 3C) analysis showed that A549/Abr and A549/Abr-100 were clustered together, indicating that they shared similar expression patterns. Furthermore, A549/Abr and A549/Abr-100 clustered with A549 before they clustered with A549-100. 

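Average linkage on these distances gave an order that depended on how A549 entered. With the mean of the A549 replicates, A549 joined A549-100 at a height of 0.104, before the A549/Abr pair formed, and the groups joined at 0.135. This mean lay 0.113 from A549/Abr and 0.106 from A549/Abr-100, also under the 0.118 of the closest single libraries. Averaging can bring a mean nearer to every library, so joining before the A549/Abr pair is not read as closeness. With A549 replicate 1 alone, A549 joined the A549/Abr pair at 0.132 and A549-100 joined last at 0.168. With A549 replicate 2 alone, A549 joined A549-100 at 0.128. In the tree of all 5 libraries, replicate 2 paired with A549-100 and replicate 1 joined the A549/Abr pair. The distance between the A549 replicates was 0.219, longer than any other. Replicate 1 lay 0.183 from A549-100 and 0.130 from A549/Abr, and replicate 2 lay 0.193 from A549/Abr. The distance of A549-100 from A549 divided by that of A549/Abr from A549 was 0.916 with the mean of the replicates, 0.664 without replicate 1 and 1.41 without replicate 2. Quantile normalization turned it to 1.03.

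**Figure D1:**
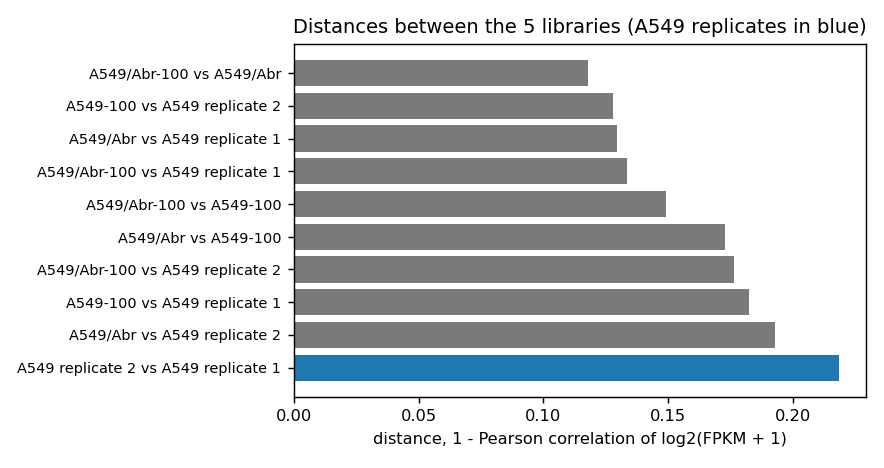
Distance between each pair of the 5 libraries, as 1 minus the Pearson correlation of log2(FPKM + 1). The pair of A549 replicates has the longest bar, at 0.219, and A549/Abr with A549/Abr-100 the shortest.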

The large variation of expression pattern of A549-100 compared to others suggests that the molecular network of sensitive cells has a large perturbation when short-term exposed to drug and the perturbation was much different from the resistant cells which had been long-term exposed to Abraxane.

### Unique classes of differentially expressed genes by the treatment of Abraxane

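Between A549-100 and A549, 985 of 11012 genes differed at least 2-fold against each A549 replicate, 410 higher and 575 lower in A549-100. The count rested on both replicates, since it was 2499 without replicate 1 (1641 higher and 858 lower) and 4330 without replicate 2 (1630 higher and 2700 lower), so which direction prevails depends on the replicate as well. Both of these counts lay below the number of genes that differed as much between the replicates themselves. The 5 largest rises were SNORD48, SNORD71, KRT81, SNORA24 and SNORA72, all listed at 0 in both A549 libraries, and the 5 largest falls were MIR1234, NME2, CRIP1, RPL37 and UQCRHL, all listed at 0 in A549-100. The drug effect common to both cell lines gave 0 of 11447 genes with an adjusted p of at most 0.05 in limma with Benjamini-Hochberg adjustment, and 118 genes at an unadjusted p under 0.05. The latter count was 229 without A549 replicate 1, 316 without A549 replicate 2 and 431 without A549/Abr. The alternative that moved this most, with the drug as the only term, gave 10 genes. A p-value for A549-100 against A549 alone was not computed, since A549-100 has 1 library.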

Using a 2-fold and FDR ≤ 0.05 cutoff for differential expression identification (see Methods), we found 61 differentially expressed genes (DEG) between A549 group and Abraxane treated A549-100 group. Gene Ontology analysis found that these genes were significantly enriched in cytoskeleton, basolateral plasma membrane, and intrinsic apoptotic signaling pathway in response to endoplasmic reticulum stress (Table 2). 

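No enrichment was computed, and lists of genes were compared instead with 10000 random lists of the same size and expression. For the basolateral membrane, a list of 43 cell junction genes was used, of which 31 reached an FPKM of 1 in at least 1 library. Their median log2 fold change in A549-100 compared with A549 was -0.32, above 0.78% of the random lists. It was -0.87 against A549 replicate 1 and 0 against replicate 2, so the fall rests on replicate 1. Of the 31 genes, 12 were lower and 3 higher against each replicate. CDH17 had the largest fall, at an FPKM of 11.4 in A549 replicate 1, 0.437 in A549 replicate 2 and 0.378 in A549-100. CLDN15 was listed at 0 in both A549 libraries and at 4.06 in A549-100.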

Genes such as DNA-damage-inducible transcript 3 (DDIT3), cation transport regulator homolog 1 (CHAC1) and tribbles pseudokinase 3 (TRIB3) which are related with apoptosis [37–39], were up-regulated in A549-100 cells, suggesting Abraxane treatment induced apoptosis in A549 cells. 

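CHAC1 (chromosome 15, 41245160 to 41248710 of GRCh37) had an FPKM of 1.44 in A549 replicate 1, 1.90 in A549 replicate 2 and 25.0 in A549-100. Its log2 fold change in A549-100 was 4.03 against replicate 1 and 3.65 against replicate 2. TRIB3 (chromosome 20, 343479 to 378203) had an FPKM of 21.7 and 19.2 in the A549 replicates and 136 in A549-100, with log2 fold changes of 2.64 and 2.82. For both genes the difference was larger than that between the replicates. The third gene is not analysed here. A list of 27 genes of endoplasmic reticulum stress and apoptosis, 24 of them at an FPKM of at least 1 in at least 1 library, had a median log2 fold change of 1.20 in A549-100, higher than all 10000 matched random lists, and 0.97 without replicate 1. In this list 15 genes were higher and 2 lower against each replicate, and 10 rose at least 2-fold against each. Without CHAC1 and TRIB3, which the paper names for this comparison, the median was 0.96 over 22 genes, higher than all random lists. CEBPB was the lowest, at -1.32, but this was 0.03 against replicate 1 and -2.66 against replicate 2, so its fall rests on replicate 2. In A549/Abr-100 compared with A549/Abr, the log2 fold change was 0.38 for CHAC1 and -0.41 for TRIB3, without a replicate check, and whether the lines differ was not tested.

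**Figure D2:**
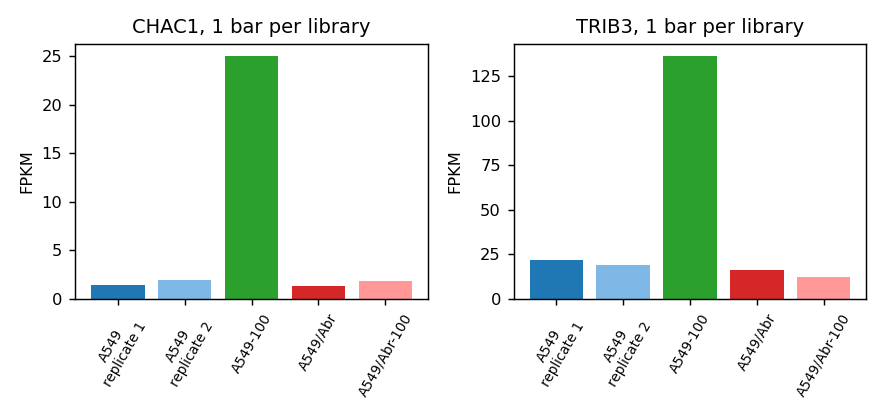
FPKM of CHAC1 and TRIB3 in each of the 5 libraries, 1 bar per library. The bar of A549-100 is the highest for both genes, at 25.0 and 136.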

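A list of 66 cytoskeleton genes was used, not the paper's differentially expressed genes. Of the list, 48 genes reached an FPKM of 1 in at least 1 library. In A549-100 compared with A549, their median log2 fold change was 0.35, above 98.5% of the matched random lists. It was 0.31 against A549 replicate 1 and 0.39 against replicate 2. Against each replicate, 23 genes were higher and 7 lower, and 4 rose and 2 fell at least 2-fold. It was 0.34 with median-of-ratios scaling and 0.08 after quantile normalization. Settings added after seeing the data gave 0.013 over transcripts without summing, 0.015 with TPM over protein-coding genes and -0.57 with TPM, which moved it most and shifted the median of all genes to -0.99. The median of all genes was -0.33 with TPM over protein-coding genes and 0.05 after quantile normalization. The list lay above the median of all genes under each scaling, though by little after quantile normalization. The sign with TPM thus follows the shift of all genes and does not test the list. The size of the rise depends on the setting. KRT81 was listed at 0 in both A549 libraries and at 1388 in A549-100, and KRT80 was listed at 0 in A549-100.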

Most of the genes related with cytoskeleton were down-regulated in A549-100 compared with A549 cells, which might be the feedback response to the pharmacological effect of Abraxane, as the effective component PTX can stabilize the microtubules by preventing depolymerization thus affecting the cytoskeleton.

**Table 2:** GO enrichment of differentially expressed genes between A549 and A549-100.

GO terms	adjP
cloaca development	0.0155
regulation of epithelial cell differentiation	0.0155
intrinsic apoptotic signaling pathway in response to endoplasmic reticulum stress	0.0155
developmental process	0.0155
photoreceptor cell outer segment organization	0.0155
regulation of developmental process	0.0258
nephric duct morphogenesis	0.0282
system development	0.0282
organic acid biosynthetic process	0.0282
cardiac muscle fiber development	0.0282
structural constituent of cytoskeleton	0.011
basolateral plasma membrane	0.0018
cell-cell junction	0.0021
adherens junction	0.0168
anchoring junction	0.0177
cytoskeleton	0.0323
keratin filament	0.0449
tight junction	0.0449
cell junction	0.0449
occluding junction	0.0449

### P-gp was significantly up-regulated in A549/Abr cells

Differential expression analysis using Kyoto Encyclopedia of Genes and Genomes (KEGG) database[32] identified that ABC transporters were up-regulated in MDR cells in A549/Abr *vs* A549, A549/Abr-100 *vs* A549, A549/Abr *vs* A549-100, and A549/Abr-100 *vs* A549-100 comparisons, of which ABCB1 (P-gp) changed most significantly (log_2_(FC)>9) (see Fig 4 and S3 Fig). 

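ABCB1 (chromosome 7, 87132333 to 87342639 of GRCh37, minus strand) had an FPKM of 0.166 in A549 replicate 1, 0.00700 in A549 replicate 2, 0.0506 in A549-100, 39.3 in A549/Abr and 29.8 in A549/Abr-100. The log2 fold change of A549/Abr was 7.21 against replicate 1 and 8.53 against replicate 2, and that of A549/Abr-100 was 6.81 and 8.13. Compared with A549-100, it was 8.03 for A549/Abr and 7.63 for A549/Abr-100. The A549 values are near the floor, so the size depends on the added constant, and with 1 in place of 0.1 the mean log2 fold change of A549/Abr went from 7.87 to 5.22. Among 11447 genes ABCB1 ranked 15 by this change in A549/Abr compared with A549, behind 14 genes that were each listed at 0 in an A549 library. Its rank was 45 without replicate 1 and 74 without replicate 2. Among the 9373 genes above 0 in the libraries compared, ABCB1 ranked 1. In the other 3 comparisons ABCB1 ranked 26, 69 and 94 among all genes and also 1 among the genes above 0. In the limma fit the line effect of ABCB1 was 7.77 (standard error 0.83, adjusted p = 0.416 with Benjamini-Hochberg adjustment, higher in both A549/Abr libraries than in all 3 A549 libraries). Over the alternatives, this adjusted p ranged from 0.057 with line as the only term to 1.00 with TPM. Of 45 ABC transporters on the list, 24 reached an FPKM of 1 in at least 1 library. Their median log2 fold change in A549/Abr compared with A549 was 0.47, above 70.5% of the matched random lists and not far from the shift of the median gene. It was -0.35 without replicate 2 and 1.32 without replicate 1, so its direction depends on the replicate, and it came to 0.06 after quantile normalization, under the 0.08 of all genes. Against each A549 library, 8 transporters were higher and 3 lower, of which ABCB1 rose and ABCB8 fell at least 2-fold, ABCB8 being listed at 0 in A549/Abr and at 13.4 in A549/Abr-100. The median in A549/Abr-100 was 0.64, above 95.9% of the random lists, and -0.09 against replicate 1 alone. Compared with A549-100, 20 transporters were higher and 4 lower in each A549/Abr library, with a median of 0.63 in A549/Abr, above 88.5% of the random lists, and 0.94 in A549/Abr-100, above 99.6%. The paper also measured higher ABCB1 by qRT-PCR and more P-gp protein by Western blot in A549/Abr cells. From these, the RNA-Seq change and the loss of resistance under the P-gp inhibitor verapamil, it concludes that P-gp overexpression drives the resistance.

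**Figure D3:**
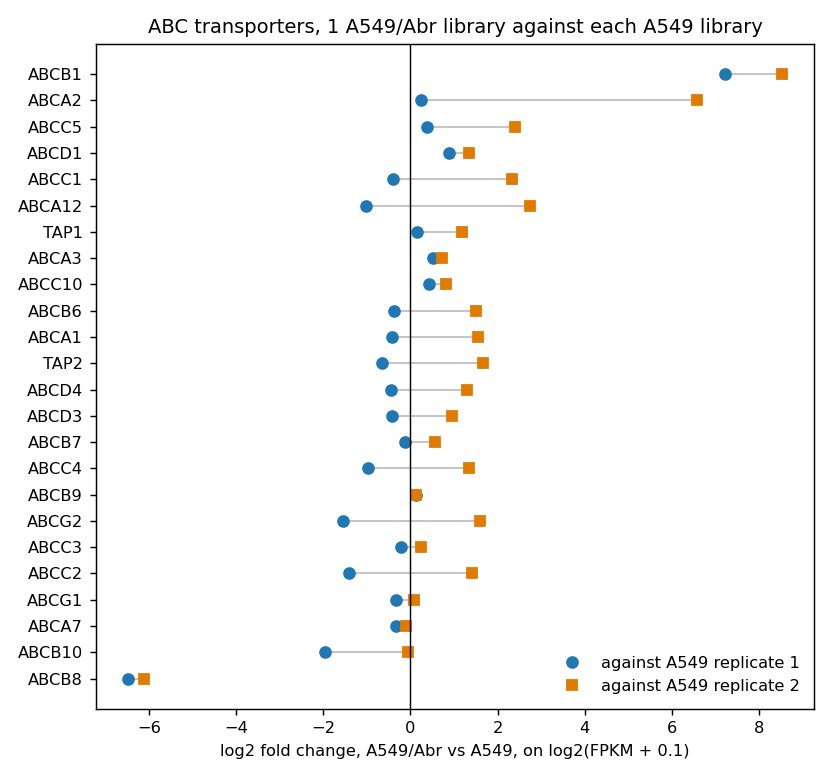
Log2 fold change of 24 ABC transporters in A549/Abr against each A549 library separately, from log2(FPKM + 0.1). ABCB1 lies at 7.21 and 8.53, and for most other transporters the point against replicate 2 lies above the point against replicate 1, with the median of the list falling to -0.35 against replicate 1.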

35 significantly differentially expressed genes (DEGs) between A549 and A549/Abr were shown in Table 3, among which 16 were up-regulated and 19 were down-regulated. 

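Between A549/Abr and A549, 971 of 11108 genes differed at least 2-fold against each A549 replicate, 513 higher and 458 lower. The count was 4805 without replicate 1 (3631 higher and 1174 lower) and 2124 without replicate 2 (1125 and 999). With median-of-ratios scaling, the split turned to 359 higher and 545 lower. The line effect in limma with Benjamini-Hochberg adjustment gave 0 of 11447 genes with an adjusted p of at most 0.05, and 277 genes at an unadjusted p under 0.05. The latter count depends on single libraries, since it was 1772 without A549 replicate 1, 295 without A549 replicate 2 and 472 without A549-100. With line as the only term, 13 genes passed. Of the 35 genes of Table 3, 34 were analysed. Of 15 genes up-regulated in the table, 12 were higher against each A549 library, 9 of them at least 2-fold, and SLC12A3, MEG3 and CACNA1G were listed at 0 in A549/Abr. Of 19 genes down-regulated in the table, 7 were lower against each A549 library and 4 at least 2-fold, and 10 fell at least 2-fold against replicate 2 and not against replicate 1. The number of genes past 2-fold in the direction of the table was 13 with both replicates and 26 without replicate 1. RPPH1 had an FPKM of 3.54 in A549 replicate 1, 1500 in A549 replicate 2 and 15.3 in A549/Abr. The FPKM of RMRP was 33.9, 1874 and 28.9 in the same order. CEACAM6 went the other way, at 93.2, 0.0797 and 0.625. Among the genes down-regulated against each replicate, GPC6 had an FPKM of 0.896, 2.02 and 0.0189.

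**Figure D4:**
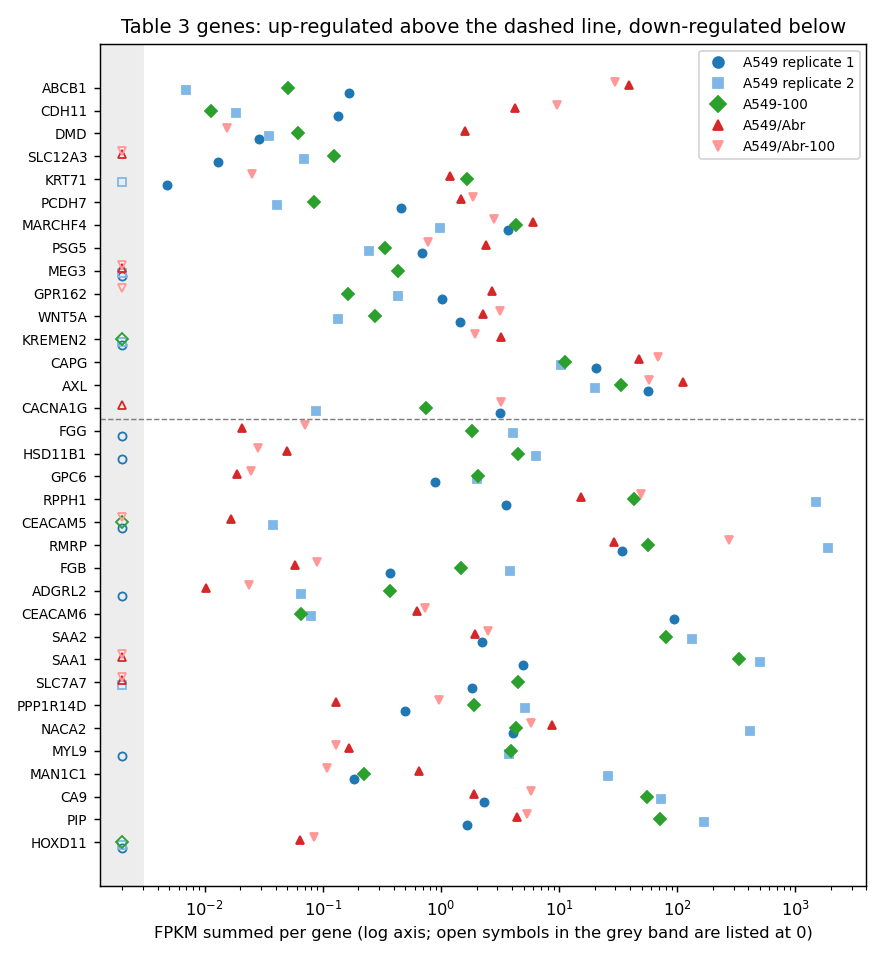
FPKM of the 34 analysed genes of Table 3 in each of the 5 libraries, on a log axis, with open symbols in the grey band for values listed at 0. For 10 of the 19 genes down-regulated in the table, A549/Abr lies at least 2-fold under replicate 2 and not under replicate 1.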

Gene Ontology (GO) enrichment of DEGs between A549 and A549/Abr cells were summarized in S2 Table. Terms such as “response to wounding”, “response to stimulus”, “inflammatory response” and “extracellular region” were identified, indicating genes constitutively expressed in resistant cell lines with response to long-term Abraxane stimulation.

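A list of 29 acute phase, fibrinogen and inflammatory genes stood for these terms, and 18 of them reached an FPKM of 1 in at least 1 library. Their median log2 fold change in A549/Abr compared with A549 was -1.36, below all 10000 matched random lists, and 12 genes were lower and 0 higher against each replicate. The list holds 4 genes of Table 3, which the authors had selected as down-regulated from RNA-Seq of these lines. Without them the median was -1.18 over 14 genes, above 0.01% of the random lists, with 9 genes lower and 0 higher, and -0.15 against replicate 1 alone, above 2.66%. Replicate 2 decides the size for the whole list, since the median was -0.17 without replicate 2 and -2.69 without replicate 1. The list itself rose by a median of 2.67 from A549 replicate 1 to replicate 2. In A549/Abr-100 the median was -1.11. Compared with A549-100, a treated culture, the median was -2.65 in A549/Abr, with 18 genes lower and 0 higher. It was -2.32 in A549/Abr-100, with 17 lower and 1 higher. SAA1 was listed at 4.97 in A549 replicate 1, 506 in A549 replicate 2 and 332 in A549-100, and at 0 in both A549/Abr libraries. For the list in A549-100 compared with A549 the median was 1.05, and -0.15 against replicate 2 alone.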

**Fig 4:**
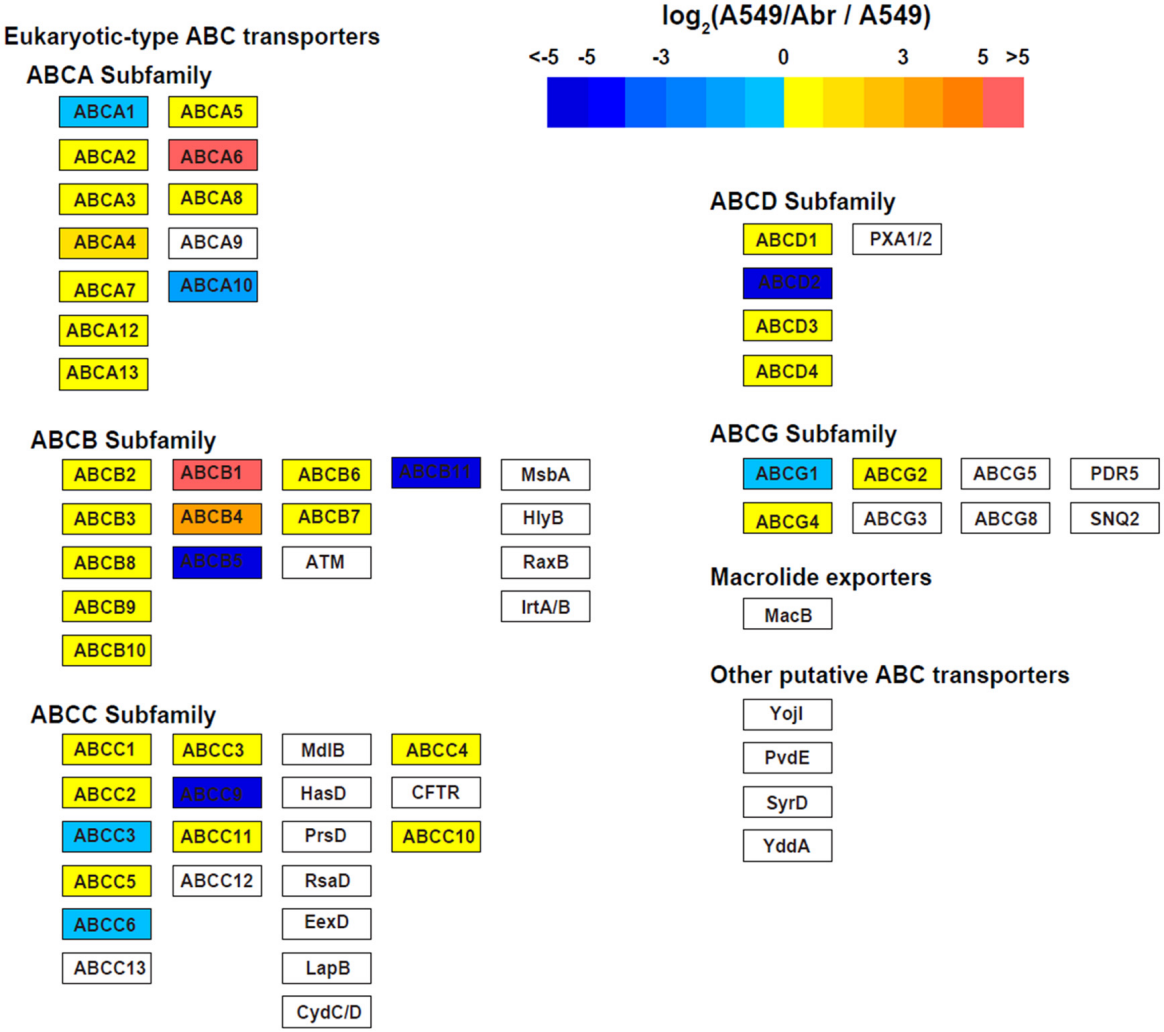
ABC transporters are significantly up-regulated in MDR cells compared with A549 parental cells. This figure shows the expression changes between A549/Abr and A549, other comparisons are included in S3 Fig.

**Table 3:** Differentially expressed genes between A549 and A549/Abr cells.

Gene	A549-P	A549-R-0	log_2_(Fold change)	Up/Down regulation
ABCB1	0.0925563	47.8809	9.0149	↑
CDH11	0.0833912	6.40447	6.26304	↑
DMD	0.0385045	2.78563	6.17683	↑
SLC12A3	0.0718359	1.3755	4.2591	↑
KRT71	0.142844	1.79994	3.65543	↑
PCDH7	0.312025	2.51407	3.01029	↑
UG0898H09	0.154445	1.04428	2.75735	↑
MARCH4	2.73803	14.6769	2.42234	↑
PSG5	0.511795	2.63347	2.36333	↑
MEG3	1.7302	6.1776	1.8361	↑
GPR162	1.09505	3.79453	1.79292	↑
WNT5A	1.22759	3.37723	1.46001	↑
KREMEN2	1.60257	4.33324	1.43506	↑
CAPG	19.9343	52.2711	1.39076	↑
AXL	49.8416	121.681	1.28768	↑
CACNA1G	1.97871	4.00118	1.01587	↑
FGG	7.99229	0.0265285	-8.23492	↓
HSD11B1	12.9429	0.127323	-6.66752	↓
GPC6	2.44818	0.0290896	-6.39506	↓
RPPH1	1591.31	20.0729	-6.30882	↓
CEACAM5	1.62345	0.0215542	-6.23495	↓
RMRP	2097.47	37.0419	-5.82335	↓
FGB	4.09976	0.0747985	-5.77639	↓
LPHN2	0.674788	0.0131037	-5.68639	↓
CEACAM6	41.8537	0.817423	-5.67813	↓
SAA2	114.639	2.39198	-5.58275	↓
SAA1	702.897	17.4412	-5.33274	↓
SLC7A7	6.94533	0.17289	-5.32811	↓
PPP1R14D	6.28935	0.166546	-5.23892	↓
NACA2	419.587	11.4161	-5.19983	↓
MYL9	7.79545	0.233606	-5.06048	↓
MAN1C1	26.4085	0.847124	-4.96229	↓
CA9	74.4067	2.42393	-4.94001	↓
PIP	169.351	5.67844	-4.89838	↓
HOXD11	3.25867	0.110873	-4.87731	↓

Since ABCB1 which encodes P-glycoprotein (P-gp) has the most changes, we confirm its change at both RNA and protein expression level in A549 and A549/Abr cells. qRT-PCR was performed to quantitate the mRNA level and it showed that increased in A549/Abr cells compared with A549, from 1.0 to 438.01 (P<0.01, Fig 5A). Western blot analysis was used to determine the relative protein expression of P-gp in A549 and A549/Abr cells. By calculation of the ratio of the integrated intensity of P-gp band to that of the β-actin band in the same sample, we showed that the expression level of P-gp was higher in A549/Abr cells compared with A549 cells, from 0.45 to 85.41 (P<0.01, Fig 5B).

**Fig 5:**
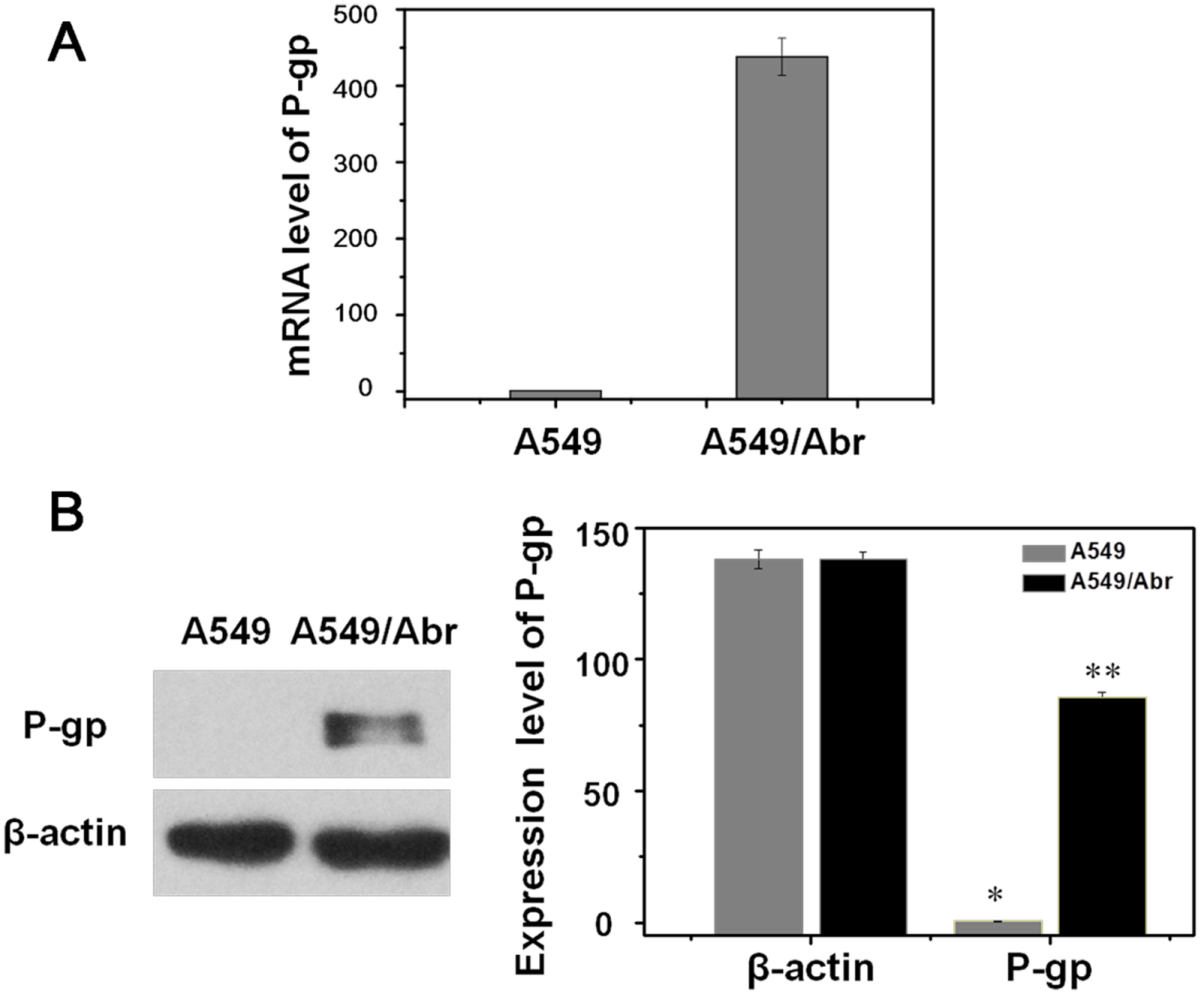
Expression level of P-gp was higher in A549/Abr cells. (A) Real-time PCR analysis of P-gp showed that mRNA level of P-gp increased in A549/Abr cells compared with A549, from 1.0 to 438.01. (B) Western blot analysis of P-gp showed that protein expression level of P-gp increased in A549/Abr cells compared with A549, 85.41 and 0.45 respectively as highlighted with ** versus *. The change is significant (P<0.01) by Student’s t-test.

### Verapamil reversed Abraxane resistance in A549/Abr

To investigate whether P-gp up-regulation is the major cause of A549/Abr cells resistance to Abraxane, P-gp efflux inhibitor Verapamil (VP) was used to see whether inhibition of overexpressed P-gp can reverse Abraxane resistance of A549/Abr cells. Using MTT assay, we evaluated the IC_50_ of Abraxane to A549 and A549/Abr cells with and without treatment of 4 μg/mL VP. As can be seen from Fig 6A, as the control, VP itself didn’t affect the viability of A549 and A549/Abr cells. At the presence of 4 μg/mL VP, the IC_50_ of Abraxane for A549/Abr cells decreased from ~1300 nM to 15 nM (Fig 6C), while that of A549 cells remained 10 nM (Fig 6B). Inhibition of P-gp by VP reversed IC_50_ of Abraxane for A549/Abr to almost the same as its parent cell line. Fig 6D summarized cell viabilities of A549/Abr treated with VP (4 μg/mL) alone, Abraxane (100 nM) alone or VP (4 μg/mL) together with Abraxane (100 nM) for 48 h. These results indicate that when P-gp is inhibited, A549/Abr cell line restore its susceptibility to Abraxane, suggesting that the P-gp up-regulation plays a major role for Abraxane resistance in lung cancer cell line A549/Abr.

**Fig 6:**
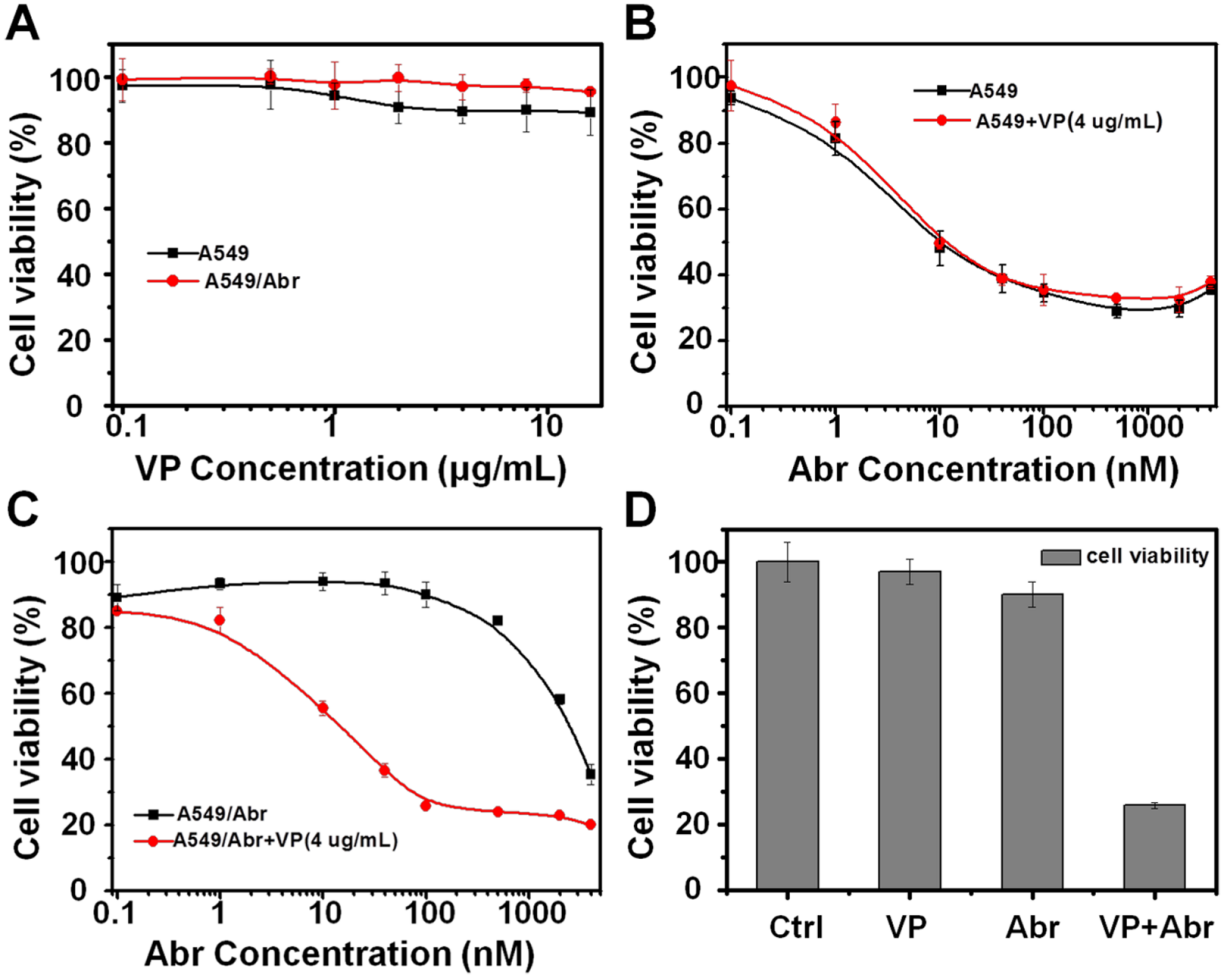
P-gp up-regulation mediates Abraxane resistance in lung cancer cell line. (A) The affection of a P-gp inhibitor verapamil (VP) used alone on A549 and A549/Abr cell viabilities. Both cells were treated with indicated increasing concentrations of VP for 48 h. Cell viability was detected using MTT assay. VP itself didn’t affect much on the viability of A549 and A549/Abr cells. (B-C) Both A549 and A549/Abr cells were treated with indicated increasing concentrations of Abraxane for 48 h at the presence of 4 μg/mL VP. IC_50_ of Abraxane for A549 cells (B) almost remained the same, while that of A549/Abr cells (C) significantly decreased after VP treatment. (D) Comparision of A549/Abr cell viabilities when treated with VP (4 μg/mL) alone, Abraxane (100 nM) alone or 4 μg/mL VP together with 100 nM Abraxane.

## Discussions

Paclitaxel (PTX) is one of the most effective anticancer agents available clinically and it has a wide spectrum of activity against solid tumors [40]. However, its clinical use is impaired by its poor aqueous solubility and even distribution throughout the body, affecting both cancer and normal cells. To overcome these problems, nanocarriers are developed to carry and deliver therapeutics by encapsulating, covalent attaching, or noncovalent binding strategies. In the nanoparticle formulation of PTX, albumin is used as the endogenous carrier of hydrophobic PTX without altering either component or forming covalent bonds. Albumin-bound NP PTX (Abraxane), which was studied in this work, is widely used in clinical treatment of metastatic breast cancer and NSCLC. We aimed to find out the mechanism involved in resistance to nanoparticle formulation of PTX through comparison of Abraxane-resistant A549/Abr cell and its parent A549 cells with NGS technology.

In our study, the RNA-Seq data analysis revealed that the multidrug resistance ABC transporters were up-regulated in MDR cells, among which ABCB1 (MDR1, P-gp) had the most dominant change. Inhibition of P-gp by verapamil (VP) can mostly abolish Abraxane-resistance of A549/Abr cells in vitro (Fig 6). One concern is that verapamil also interacts with calcium channels. However, its function is promoting cancer cell growth by blocking calcium signals that trigger cell apoptosis [41, 42]. This is opposite to the observation that A549/Abr resistance is abolished and cell viability was decreased after treatment of verapamil with Abraxane. Therefore, Abraxane-resistant phenotype is being strongly driven by P-gp overexpression in our newly generated cell line. Considering that PTX has been proved to be a substrate of P-gp [11, 43, 44], and once injected into the body, Abraxane quickly decomposed into smaller albumin-paclitaxel complexes (as shown in Fig 1) and enters tumor cells through association with tumor derived SPARC protein [8, 45]. The observation that overexpression of P-gp plays major role in cell line resistance to Abraxane, same as the common mechanism for free drug, suggests that PTX, the active component in Abraxane, is responsible for the development of drug resistance. Moreover, albumin is over 65 KD, with its physical dimension exceeding the size of ABC transporter’s channel, suggests that PTX is likely dissociated with albumin inside the cell and pumped out by P-gp as a free molecule.

Our study provides for the first time an evidence of Abraxane cellular resistance via overexpression of P-gp in vitro. However, unlike tissue culture, cells in solid tumors are heterogeneous and in a much more complex microenvironment. Delivery of a therapeutic agent has to pass blood vascular system, cross vessel walls and penetrate multilayer of tissue [46, 47]. Therefore, causes of drug resistance in tumors are complicated and cannot be simply explained by mechanisms developed from cell line study. Although there is no report of Abraxane treatment induced resistance in cancer patients so far, we hope that our study will add the understanding of the effect of Abraxane in vitro and in chemotherapy treatment.

Applying the NGS technology that has been demonstrated to provide higher-quality and more informative data than microarray and EST methods [48, 49], we were able to discover the MDR mechanisms through DEG analysis of A549 sensitive and resistant cells. Although in this report, we mainly focused on P-gp which plays a major role in MDR of A549/Abr cells, there might be other mechanisms to explain the higher RI values to taxane family than to other anti-cancer agents as shown in Table 1. In addition, besides ABCB1, many genes such as CDH11, DMD, KRT71, PCDH7, WNT5A and KREMEN2 were up-regulated. 

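CDH11 had an FPKM of 0.135 and 0.0185 in the A549 replicates, 4.23 in A549/Abr and 9.61 in A549/Abr-100, with a log2 fold change of A549/Abr of 4.20 and 5.19 against the replicates. DMD was at 0.0291 and 0.0350 in the A549 replicates and 1.60 in A549/Abr, but at 0.0154 in A549/Abr-100. KRT71 was at 0.00479 in A549 replicate 1, listed at 0 in replicate 2, at 1.18 in A549/Abr and at 0.0252 in A549/Abr-100, and it was at 1.66 in A549-100. On the log2 scale, PCDH7 rose by 1.49 against replicate 1 and 3.49 against replicate 2 in A549/Abr, and by 1.81 and 3.81 in A549/Abr-100. WNT5A rose by 0.61 against replicate 1, at an FPKM of 1.44 there and 2.26 in A549/Abr, and by 3.33 against replicate 2, so in A549/Abr its 2-fold change rests on replicate 2. In A549/Abr-100, at an FPKM of 3.15, it rose by 1.07 and 3.79. KREMEN2 was listed at 0 in both A549 replicates and in A549-100, at 3.22 in A549/Abr and at 1.93 in A549/Abr-100.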

CDH11 encodes a cell adhesion protein that is reported to be much regulated in a taxane (docetaxel) resistant cell line [50]. DMD is a large, rod-like cytoskeletal protein. KRT71 belongs to keratin family proteins which are intermediate filament proteins responsible for the structural integrity of cells. And the gene product of PCDH7 is an integral membrane protein that is thought to function in cell-cell recognition and adhesion. WNT5A and KREMEN2 encode proteins associated with Wnt signaling pathway. These suggest that drug resistance against Abraxane might also relate to the enhancement of cell adhesion and the activation of specific signaling pathways. In fact, cell adhesion has been demonstrated to be a mechanism mediated drug resistance [51–53]. Moreover, Hung et al. reported that WNT5A regulates ABCB1 expression in MDR cells through activation of PKA/β-catenin pathway [54]. All these need to be confirmed at the protein level. A proteomic analysis on these cells for protein expression patterns will be performed to understand more resistance mechanisms.

## Conclusions

We successfully established a MDR cell line A549/Abr by exposing A549 cells to Abraxane in stepwise increments of drug concentrations. Through RNA-Seq data analysis and biological validation, our results showed the fact that MDR caused by nanoparticles, Abraxane, is closely associated with ABC transporters, especially P-gp. We speculate that this cell line can provide a tool to further investigate drug resistance mechanisms and facilitate NP-formulated medicine.

## Supporting Information

S1 Fig Reads quality of RNA-Seq in A549 (A), A549-100 (B), A549/Abr (C) and A549/Abr-100 (D) cells. The sequencing reads quality was good enough for later analysis.
(DOCX) Click here for additional data file.

S2 Fig The correlation of two replicates in A549 cells. The expression profiles were highly reproducible between these two biological replicates (R2 = 0.84, p<0.0001).
(DOCX) Click here for additional data file.

S3 Fig KEGG pathway about ABC transporters is significantly upregulated in A549/Abr-100 / A549 (A), A549/Abr / A549-100 (B) and A549/Abr-100 / A549-100 (C). (DOCX) Click here for additional data file.

S1 Table The primer sequences used in qRT-PCR. (DOCX) Click here for additional data file.

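The primers were matched to the GENCODE transcripts of GRCh37. The pairs for ABCB1, ABCC1, ABCG2, ANXA2, BAX, BCL2 and HIF1A matched their own gene without a mismatch, and at least 1 transcript of each gene gave the size in the table. The ABCB1 pair spans 158 bp of the transcript, on chromosome 7 from 87150125 to 87160699, in exons 21 to 22 of 28. The ABCC1 pair spans 196 bp, on chromosome 16 from 16142088 to 16149978, in exons 10 to 12 of 31. The ABCG2 pair gives 207 bp in the canonical transcript and 197 bp, the size in the table, in another. Neither primer of the MGST1 pair lies in any of 19 MGST1 transcripts. Among 254413 transcripts, with up to 2 mismatches per primer, this pair matched GSTP1 alone, with 0 mismatches in the forward and 1 in the reverse primer and a product of 227 bp.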

S2 Table Gene Ontoloty (GO) enrichment of differentially expressed genes between A549 and A549/Abr cells. (DOCX) Click here for additional data file.

# Supplementary material for: Abraxane, the Nanoparticle Formulation of Paclitaxel Can Induce Drug Resistance by Up-Regulation of P-gp
**Source:** PLoS One. 2015 Jul 16;10(7):e0131429. doi: 10.1371/journal.pone.0131429
**Supplement:** S1 Table

**S1 Table.**

| **gene** | **forward** | **reverse** | **fragment** |
| --- | --- | --- | --- |
| ABCB1 | 5'-CCCATCATTGCAATAGCAGG-3' | 5'-TGTTCAAACTTCTGCTCCTGA-3' | 158bp |
| ABCC1 | 5'-CTTGGCCACGTACATTAACATGAT-3' | 5'-CCGATTGTCTTTGCTCTTCATG-3' | 196bp |
| ABCG2 | 5'-GGATTGAAGCCAAAGGCAGAT-3' | 5'-TGACAGCCAAGATGCAATGG-3' | 197bp |
| MGST1 | 5'-CATGCTGCTGGCAGATCA G-3' | 5'-CATTCATCATGTCCACCAGG-3' | 223bp |
| BCL2 | 5'-AGGATTGTGGCCTTCTTTGAG-3' | 5'-GAGACAGCCAGGAGAAATCAAA-3' | 214bp |
| BAX | 5'-CAAACTGGTGCTCAAGGCC-3' | 5'-GCACTCCCGCCACAAAGAT-3' | 188bp |
| TP53 | 5'-CCAGCCAAAGAAGAAACCAC-3' | 5'-TATGGCGGGAGGTAGACTGA-3' | 194bp |
| ANXA2 | 5'-GGTCTCCCGCAGTGAAGTGGACAT-3' | 5'-GGCCAGGCAATGCTTAGGCAACTA-3' | 306bp |
| HIF1A | 5'-GCAAGACTTTCCTCAGTCGACACA-3' | 5'-GCATCCTGTACTGTCCTGTGGTGA-3' | 207bp |

# Supplementary material for: Abraxane, the Nanoparticle Formulation of Paclitaxel Can Induce Drug Resistance by Up-Regulation of P-gp
**Source:** PLoS One. 2015 Jul 16;10(7):e0131429. doi: 10.1371/journal.pone.0131429
**Supplement:** S2 Table

**S2 Table.**

| GO terms | adjP |
| --- | --- |
| response to wounding | 0.0007 |
| regulation of cellular localization | 0.0008 |
| response to chemical stimulus | 0.0008 |
| response to stimulus | 0.0009 |
| response to lipid | 0.0011 |
| acute inflammatory response | 0.0011 |
| regulation of establishment of protein localization | 0.0011 |
| regulation of cartilage development | 0.0014 |
| regulation of protein localization | 0.0014 |
| inflammatory response | 0.0014 |
| receptor binding | 0.0001 |
| extracellular space | 3.08E-06 |
| fibrinogen complex | 5.34E-06 |
| extracellular region | 1.24E-05 |
| extracellular region part | 1.24E-05 |
| plasma membrane part | 0.001 |
| high-density lipoprotein particle | 0.0089 |
| female genitalia development | 0.0076 |
| vagina development | 0.0076 |
| positive regulation of cytokine-mediated signaling pathway | 0.0076 |
| positive regulation of response to cytokine stimulus | 0.0076 |

How the deposited data were processed for this re-analysis (not part of the article)

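RNA-Seq of 4 conditions was examined, A549 and A549/Abr cells with and without 100 nM Abraxane for 4 h, in 5 libraries. The authors aligned the reads to hg19 with TopHat 2.0.3, computed FPKM per RefSeq transcript with Cufflinks 2.0.2, and deposited 1 FPKM value per transcript and library, with the replicates kept apart. The paper gives cuffdiff, a fold change of at least 2 and an FDR of at most 0.05 for differential expression, and log transformation, average linkage and Pearson distance for clustering. The reads and their counts were not used here, so cuffdiff was not repeated and no interval from counts is given. No column was left out.

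From the deposited FPKM, 22891 transcripts (96.6%) were matched to a gene symbol, the FPKM of transcripts of a gene were added up, and the 803 unmatched transcripts were kept under their own names. Among the transcripts, 215 repeat another at a second position. Of the 18243 genes, 17495 have a symbol and 4096 have more than 1 transcript. The design had assumed values per gene. Transcripts without summing were therefore added as an alternative. Genes with near-identical copies, short RNAs and overlapping genes are uncertain, since the sharing of reads among them is not known.

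Changes are differences of log2(FPKM + 0.1) over genes with an FPKM of at least 1 in at least 1 library compared, for 6 comparisons between the conditions and for the A549 replicates. The cell line and the drug were fitted with limma 3.58.1 (R 4.3.3, lmFit and eBayes with trend), called at an adjusted p of at most 0.05 after Benjamini-Hochberg adjustment and 2-fold. The other steps used Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9. Distances and the replicate correlation use log2(FPKM + 1). Each gene list was placed among 10000 random lists of equal size, drawn from 20 bins of mean expression, and its percentile describes these libraries only. Where the text speaks of the middle of the random lists, it means the middle 95%.

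The 14 gene lists, the comparisons, the main settings and most alternatives were fixed before the data were examined. The lists are ABC transporters, qRT-PCR genes, cytoskeleton, cell junction, endoplasmic reticulum stress and apoptosis, acute phase and fibrinogen, neighbours of ABCB1, non-polyadenylated RNAs, cell identity, proliferation, mesenchymal, epithelial, tubulin and NRF2 genes. The genes named are those that the paper names, the highest and lowest of each list, and the 5 largest rises and falls with the drug in each line. Genes outside this rule are marked as chosen after their values were seen. Alternatives were other pseudocounts (1 and 0.01), no filter or an FPKM of at least 5, median-of-ratios scaling, quantile normalization, TPM, limma without trend or with a single term, other distances, and each A549 replicate left out. After seeing the data, these were added: genes above 0 in all 5 libraries, protein-coding genes, transcripts without summing, TPM over protein-coding genes, TPM for gene lists, lists without the genes that the paper names for the same comparison, and values from which the trend on transcript length and GC content had been removed with a running median over 501 genes (GENCODE transcripts for 96.3% of genes).

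The relative depth of the libraries was estimated from 784 to 949 transcripts with low FPKM per pair with A549 replicate 1, of which 54 to 116 showed the most frequent ratio, so the estimates rest on a small part of them. Estimates through different libraries differed by at most 0.01 on the log2 scale. The median-of-ratios factors were 1.07 for A549 replicate 1, 0.814 for A549 replicate 2, 0.947 for A549-100, 1.16 for A549/Abr and 1.15 for A549/Abr-100. The limma fit was tested on simulated data with 200 changed genes among 11447 in 3 draws. It recovered 15 to 29 of them, with at most 5 false calls, so most changes of that kind would be missed with 5 libraries. The list percentiles were tested on 20 lists of 30 genes drawn at random from the data, of which 19 fell in the middle 95%. With each of their genes raised 2-fold, 20 lists lay above it. This tests neither smaller changes nor genes that move together.

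Tests of explanations were read with both A549 replicates together as first written. The further condition that each A549 replicate alone give the same answer was added after the values were seen. It was applied to the tests on proliferation genes, epithelial and mesenchymal genes, non-polyadenylated RNAs and the neighbours of ABCB1, the last also with A549-100, and it left all of these open. An explanation was ruled out by it only where every comparison lay past the random lists on the side that goes against it. Some genes that the paper names, 1 gene of Table 3 and CDKN2A are not reported here.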

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

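All tests in the paragraphs that follow were chosen only after the results were seen.

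The response to the drug went in opposite directions in the 2 cell lines for 4 of 10 items looked at, which were 8 gene lists, CHAC1 and TRIB3, and these items were chosen after seeing the data. Every A549 comparison (A549-100 against each replicate) moved one way, and A549/Abr-100 compared with A549/Abr, with 1 library on each side, moved the other way. The difference between the lines was not tested, since A549/Abr has no replicate. With 3 comparisons per item, opposite signs in some items can arise without any difference between the lines. TPM moved all genes down, to a median of -0.99 in A549 and -1.15 in A549/Abr, so the signs with TPM do not test the lists. The TPM medians in A549 and A549/Abr were -0.57 and -1.43 for cytoskeleton, -1.64 and -0.70 for epithelial and -0.58 and -1.33 for tubulin genes. Each of these lists lay on opposite sides of the median of all genes in the 2 lines.

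The cytoskeleton list had a median log2 fold change of 0.31 and 0.39 with the drug in A549 and -0.28 in A549/Abr, where 38 genes were lower and 9 higher. A pair of technical explanations were tested. With the trend on transcript length and GC content removed, the medians were 0.25 in A549 and -0.19 in A549/Abr. Over genes above 0 in all 5 libraries, they were 0.35 and -0.27. Both settings left the opposite directions in place, which argues against either as the whole cause. In A549 the size is not firm, since it came to 0.082 without a filter and 0.013 over transcripts without summing. A different response of the resistant line may be an explanation, and it stays open beside differences between single libraries.

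The epithelial list had a median of -1.75 and -0.65 with the drug in A549 and 0.37 in A549/Abr, over 12 genes. With the length and GC trend removed, it was -0.95 in A549 and 0.43 in A549/Abr. Over genes above 0 in all libraries, it was -0.72 and 0.37. Neither setting removed the opposite directions. A response that differs between the lines and a difference between single cultures both remain possible, and the second could not be tested with 1 library per condition.

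The tubulin list had a median of 0.12 and 0.71 with the drug in A549 and -0.15 in A549/Abr. Against A549 replicate 1 the median lay above 48.1% of the random lists, so the direction in A549 rests largely on replicate 2. The values were 0.35 and -0.16 with the trend removed and 0.60 and -0.15 over genes above 0 in all libraries, so neither setting removed the opposite directions. A difference between the lines may be involved and is not shown by these values.

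TRIB3 had a log2 fold change of 2.64 and 2.82 with the drug in A549 and -0.41 in A549/Abr. Of the 1000 genes nearest in expression, 27.8% differed at least as much between A549/Abr-100 and A549/Abr. The fall in A549/Abr could therefore be no more than the spread between libraries of genes at this level, and nothing in this test calls for a biological explanation of it. The rise in A549 is not touched by this test.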

How the results depend on the processing

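No paired analysis was possible because A549 has 2 libraries and each other condition has 1, so the conditions share fewer than 2 replicate numbers. The cause was not tested for any change described here unless the setting's construction shows it. Genes above 0 in all 5 libraries, protein-coding genes, transcripts without summing, removal of the length and GC trend and TPM for gene lists were added after seeing the data. The limma line effect without A549/Abr or without A549/Abr-100, and the drug effect without A549-100 or without A549/Abr-100, were not run because they leave 1 library in a group. Read counts were not used, so the precision of single values near 0 is unknown.

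Counts of genes that differed at least 2-fold moved by more than 1.5 times under several settings. With an FPKM of at least 5, fewer genes are tested, and 507 changed in A549-100 vs A549, 500 in A549/Abr vs A549, 467 in A549/Abr-100 vs A549, 2240 in A549/Abr vs A549-100, 2101 in A549/Abr-100 vs A549-100, 893 in A549/Abr-100 vs A549/Abr and 3391 between the replicates. Over genes above 0 in all libraries the counts were 359, 294, 302, 2324, 2271 and 654 for the 6 comparisons in that order. With transcripts not summed they were 1595, 1538 and 1521 against A549 and 2650 in A549/Abr-100 vs A549/Abr. Without a filter they were 1427 in A549/Abr-100 vs A549 and 2787 in A549/Abr-100 vs A549/Abr. With pseudocount 1, 638 genes changed in A549-100 vs A549. With TPM, which short RNAs dominate, they were 445 in A549-100 vs A549, 528 in A549/Abr vs A549, 2177 in A549/Abr-100 vs A549-100, 6011 in A549/Abr-100 vs A549/Abr and 10603 between the replicates. Against the mean of the A549 libraries they were 3036, 3229 and 3034, and across the fits that each left out 1 replicate they ranged from 2499 to 4330 in A549-100, from 2124 to 4805 in A549/Abr and from 2321 to 4500 in A549/Abr-100 vs A549.

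The share of higher genes moved with the scaling and the replicate. Without replicate 1 it was 65.7% in A549-100, 75.6% in A549/Abr and 75.3% in A549/Abr-100 vs A549. It was 41.6% in A549-100 vs A549 and 25.8% with TPM (115 higher, 330 lower) or 26.2% with TPM over protein-coding genes (282 and 796). In A549/Abr vs A549 it was 52.8%, and 39.7% with median-of-ratios scaling (359 and 545), 36.4% with TPM (192 and 336) and 37.0% with the trend removed (333 and 566). In A549/Abr-100 vs A549 it was 52.5%, and 38.4% (322 and 517) with median-of-ratios, 40.5% (355 and 522) with quantile normalization, 9.51% (66 and 628) with TPM and 37.7% (321 and 531) with the trend removed. In A549/Abr vs A549-100 it was 68.2%, and 52.7% with median-of-ratios (1792 and 1611) and quantile normalization (1745 and 1565), 87.3% (3100 and 450) with TPM, 81.9% (4308 and 953) with TPM over protein-coding genes and 52.2% (1673 and 1534) with the trend removed. In A549/Abr-100 vs A549-100 it was 67%, and 52.2% (1730 and 1583), 51.6% (1672 and 1570), 18.8% (409 and 1768), 79.1% (3731 and 987) and 52.1% (1637 and 1505) in the same order. In A549/Abr-100 vs A549/Abr it was 46.7%, and 2.89% (174 and 5837) with TPM. Between the replicates it was 30.8%, and 47.3% with median-of-ratios, 45.9% (2180 and 2573) with quantile normalization, 1.67% (177 and 10426) with TPM, 13.5% (1013 and 6481) with TPM over protein-coding genes and 46.3% (2004 and 2320) with the trend removed.

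The replicate r2 was 0.747, and 0.0912 without log, 0.696 with pseudocount 0.1, 0.844 over genes above 0 in both libraries, 0.574 over genes with an FPKM of at least 1, 0.606 with Spearman, 0.824 over genes above 0 in all libraries, 0.667 over transcripts and 0.648 with the trend removed. The distance ratio of A549-100 to A549/Abr from A549 was 0.916 and reversed to 1.03 with quantile normalization and 1.13 over genes above 0 in all libraries. Across the fits that each left out 1 replicate it ranged from 0.664 to 1.41, and the reversal came without replicate 2. It stayed under 1 with pseudocount 0.1, without a filter, with Spearman or Euclidean distance, with centred values, with the trend removed and over transcripts.

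In limma with Benjamini-Hochberg adjustment the line effect had 0 genes (277 at an unadjusted p under 0.05), and 3 genes with an FPKM of at least 5, 3 with quantile normalization, 2 with TPM and 13 with line alone. The drug effect had 0 genes (118 at an unadjusted p under 0.05), and 5 with pseudocount 1, 3 with an FPKM of at least 5, 2 with quantile normalization, 2 with TPM and 10 with drug alone. Other settings gave 0 for both. The rank of ABCB1 was 15, and 42 with pseudocount 0.01 and from 45 to 74 across the fits that each left out 1 replicate. The number of Table 3 genes past 2-fold was 13, and 8 with pseudocount 1 and from 15 to 26 across the fits that left out 1 replicate, the highest without replicate 1.

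Leaving out a replicate moved several lists. Across the fits that each left out 1 replicate, the median in A549/Abr vs A549 ranged from -0.35 to 1.32 for ABC transporters, from -0.16 to 1.11 for the neighbours of ABCB1 (-0.070 to 1.15 in A549/Abr-100), from -1.07 to 0.82 for non-polyadenylated RNAs, from 0.26 to 0.44 for mesenchymal, from -0.21 to 1.10 for epithelial and from -0.11 to 0.63 for NRF2 genes. In A549-100 vs A549 it ranged from 0.97 to 1.20 for endoplasmic reticulum stress, from -1.31 to 0.27 for proliferation, from 0.33 to 0.53 for mesenchymal and from -0.44 to 0.17 for NRF2 genes. The reversed signs came without replicate 2 in A549/Abr and without replicate 1 in A549-100.

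With median-of-ratios scaling, which removes the shift of the median gene, the medians in A549/Abr vs A549 were 0.023 for mesenchymal, -0.048 for epithelial, 0.10 for tubulin and -0.014 for NRF2 genes. With the trend removed they were -0.033 for mesenchymal, -0.11 for epithelial, -0.055 for NRF2 genes and -0.0098 for the neighbours of ABCB1. Over genes above 0 in all libraries the mesenchymal median was 0.59. In A549-100 vs A549 the cytoskeleton median was 0.35, and 0.29 with pseudocount 1, 0.42 with pseudocount 0.01, 0.082 without a filter, 0.25 with the trend removed and 0.013 over transcripts. The mesenchymal median was 0.52, and 0.29 with pseudocount 1, 0.22 without a filter and 0.27 over genes above 0 in all libraries and over transcripts.

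In A549/Abr-100 vs A549/Abr the cytoskeleton median was -0.28, and -0.22 without a filter, -0.26 with median-of-ratios, -0.19 with the trend removed and -0.27 over transcripts. The median was 0.24 for endoplasmic reticulum stress and 0 over transcripts, and -0.09 for cell junction and 0.043 with the trend removed. For mesenchymal genes it was 0.43, and 0.26 without a filter, 0.082 over genes above 0 in all libraries and 0.040 over transcripts. For epithelial genes it was 0.37, and 0.28 without a filter and 0.20 over transcripts. With TPM the medians were -0.36 for ABC transporters in A549/Abr, -0.57 for cytoskeleton, 0.15 for endoplasmic reticulum stress and -1.37 for cell junction in A549-100, and the median of all genes shifted to -0.26 and -0.99 in these libraries. With TPM over protein-coding genes they were 0.015 for cytoskeleton and 0.79 for endoplasmic reticulum stress. The lists of endoplasmic reticulum stress in A549-100 and acute phase genes in A549/Abr kept their sign under all settings run.

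For 35 results on single genes, 169 values were computed under alternatives. Of these, 111 stayed within the spread between the replicates, 53 moved and 5 reversed. Across the fits that each left out 1 replicate, the log2 ratio of A549/Abr to A549 ranged from -6.61 to 2.11 for RPPH1, from -5.56 to 1.09 for NACA2, from -5.30 to 1.83 for MAN1C1 and from -5.26 to 1.41 for PIP, with the reversal without replicate 2. It ranged from -7.22 to 2.97 for CEACAM6, with the reversal without replicate 1. These genes differ between the A549 replicates, so the construction of the setting shows the cause.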

Differences from the paper's values

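The comparison over genes above 0 in all libraries was chosen only after the result was seen, and the others were not. The paper's text does not name the A549 library behind Fig 3C and Table 3, and it is not known whether the deposited values are the ones behind them.

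The paper's r2 between the A549 replicates is 0.84, and the value here was 0.747. Among the alternatives set before the data were examined, log2(FPKM) over genes above 0 in both libraries gave 0.844 and closed the gap, and the others did not. Removing genes at 0 in any of the 5 libraries, chosen after seeing the values, gave 0.824.

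The paper's number of differentially expressed genes between A549-100 and A549 is 61, and 985 genes differed at least 2-fold here. For A549/Abr and A549 the paper's numbers are 35 in all, 16 up-regulated and 19 down-regulated, against 971, 513 and 458 here. The numbers here carry no FDR, and none of the alternatives set before the data were examined closed the gap.

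The paper's log2 fold changes of Table 3 differ from the log2 ratios here for 7 genes. A gap was counted only past the spread between the replicates, where that spread could be given. For DMD the paper's value is 6.18 against 5.64, and none of the alternatives set before the data were examined closed the gap. For the other 6 genes a replicate is listed at 0, so no error between replicates can be given and only the nearest of the same alternatives is named. For KRT71 the paper's value is 3.66 against 8.95, and pseudocount 0.1 gave 3.65. For HSD11B1 it is -6.67 against -6.01, and median-of-ratios scaling gave -6.53. For FGG it is -8.23 against -6.62, for CEACAM5 -6.23 against -0.17, for ADGRL2 (LPHN2 in the paper) -5.69 against -1.69 and for MYL9 -5.06 against -3.52. Leaving out replicate 1 gave -7.62, -1.17, -2.69 and -4.52 for these genes in the same order.

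The paper's FPKM of A549 differs from the mean of the replicates here for 13 genes. A gap was counted only past the spread between the replicates, and called closed within it. The paper's values against those here are 0.143 and 0.00239 for KRT71, 1.73 and 0 for MEG3, 1.60 and 0 for KREMEN2, 7.99 and 2.02 for FGG, 12.9 and 3.18 for HSD11B1, 1.62 and 0.0187 for CEACAM5, 0.675 and 0.0328 for ADGRL2, 6.95 and 0.913 for SLC7A7, 7.80 and 1.90 for MYL9, and 3.26 and 0 for HOXD11. None of the alternatives set before the data were examined closed these gaps. For GPC6 the paper's value is 2.45 against 1.46, and median-of-ratios scaling (1.66) and leaving out replicate 1 (2.02) closed the gap. For PPP1R14D it is 6.29 against 2.82, and the same alternatives closed the gap (3.40 and 5.15). For SAA1 it is 703 against 255, and leaving out replicate 1 (506) closed it. Genes with replicates far apart were not counted, such as RPPH1 (1591 against 752), PIP (169 against 84.5) and CA9 (74.4 against 37.8). For these genes the paper's values lay near replicate 2 alone, at 1500, 167 and 73.3. Within 1.5-fold of the paper's value lay 13 of 29 genes with replicate 2 alone and 8 of 26 with replicate 1 alone.

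The paper's FPKM of A549/Abr differs for 13 genes, and none of the alternatives set before the data were examined closed the gap. The paper's values against those here are 6.40 and 4.23 for CDH11, 2.79 and 1.60 for DMD, 1.38 and 0 for SLC12A3, 1.80 and 1.18 for KRT71, 2.51 and 1.48 for PCDH7, 14.7 and 5.96 for MARCHF4, 6.18 and 0 for MEG3, 4.00 and 0 for CACNA1G, 0.127 and 0.0493 for HSD11B1, 0.0291 and 0.0189 for GPC6, 17.4 and 0 for SAA1, 0.173 and 0 for SLC7A7, and 0.111 and 0.0644 for HOXD11. Over the genes above 0 on both sides, the median log2 difference of the paper's value from the one here was 0.39 for 29 genes in A549/Abr, of which 21 lay within 1.5-fold, and 0.95 for 31 genes in A549, of which 10 did.

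Some directions and rankings differ. The paper states that ABCB1 changed most, and it ranked 15 here, behind genes listed at 0 in an A549 library, and 1 among genes above 0. The paper states that the A549/Abr pair clusters with A549 before A549-100, and that order appeared here with A549 replicate 1 alone. It states that ABC transporters rise in A549/Abr, and here the sign of the list median depended on the replicate in A549/Abr and A549/Abr-100 compared with A549. Compared with A549-100, the median was 0.63 in A549/Abr, above 88.5% of the random lists, and 0.94 in A549/Abr-100, above 99.6%, with 20 of 24 transporters higher in each. It states that most cytoskeleton genes fall in A549-100, after an enrichment of its differentially expressed genes. The list of 48 genes here is not that set, so the directions are not directly comparable. Of the list, 23 rose and 7 fell against each replicate by any amount, and 4 rose and 2 fell at least 2-fold. With TPM its median was -0.57 and that of all genes -0.99.

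Fig 4 shows ABCA6 up-regulated in A549/Abr, and its FPKM here was 0.00550, with 0 listed in both A549 libraries. The figure shows ABCB5, ABCB11, ABCC9 and ABCD2 strongly down-regulated, and all 4 were under 0.1 in every library here. It shows ABCB8 up-regulated, and this gene was listed at 0 in A549/Abr. ABCA1, ABCC3 and ABCG1 are shown down-regulated, and each was lower against replicate 1 and higher against replicate 2 here. Table 3 lists SLC12A3, CACNA1G and MEG3 as up-regulated, and each was listed at 0 in A549/Abr. It lists HOXD11 as down-regulated, and this gene was listed at 0 in both A549 libraries.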

Other observations

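The tests of why A549 replicate 1 lies near A549/Abr were chosen only after that result was seen, and so were the condition that each A549 replicate alone give the same answer and the use of A549-100 in the test of the ABCB1 region.

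A549 replicate 1 lay nearer to A549/Abr than to replicate 2, and the distance between the replicates was 1.69 times that from replicate 1 to A549/Abr. With the trend on transcript length and GC content removed this ratio was 1.58, over genes above 0 in all libraries 3.22, and over protein-coding genes 1.68. A length or GC trend, values of 0 and short RNAs are thus not the whole cause. A549/Abr cells mixed into replicate 1 would bring ABCB1, which reached 0.422% of its A549/Abr level there, far under the 10% set for a mixture that could move the whole profile. Slower growth of the culture behind replicate 2 is a candidate explanation that stays open. With the trend removed and over genes above 0 in all libraries, the proliferation list was lower in replicate 2 by a median of -1.14 (31 genes), at percentile 0 of the random lists, and the acute phase list higher by 2.77. Other differences between the cultures were not tested.

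A gain of the chromosome 7 region around ABCB1 would raise its neighbours. Of the 24 neighbours listed, 21 lie between 86273225 and 90900641 of GRCh37, and 12 reached an FPKM of 1. Their median in A549/Abr was 0.34, at percentile 39.9 of the random lists, and 0.58 at 86.4 in A549/Abr-100. Without the FPKM filter, over 21 neighbours, it was 0.37 at percentile 88.87 in A549/Abr and 0.37 at 92.05 in A549/Abr-100. Without replicate 2 the medians were -0.16 and -0.07, and without replicate 1 they were 1.11, at percentile 86.7, and 1.15, at 92.6. Compared with A549-100, the median was 0.79 in A549/Abr, at percentile 91.4, and 0.98 in A549/Abr-100, at 98.4, which lies above the middle 95%, and 10 of the 12 neighbours were higher in each. These medians are far under the 7.87 of ABCB1 in A549/Abr, which argues against a gain that raised the whole region as much as ABCB1. As first written, the test would have ruled out any gain of the region. A modest gain and none cannot be told apart, since the position among the random lists moved with the library compared and with the filter. A gain limited to ABCB1 could not be seen in this test.

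The fall of RMRP and RPPH1 in A549/Abr might come from a difference in poly(A) selection or retention of short fragments. The other 23 non-polyadenylated RNAs had a median of 0 in A549/Abr, at percentile 1.845, below the random lists, which follow the shift of the median gene. The median moved with the replicate, from 0.82 without replicate 2 to -1.003 without replicate 1, as RPPH1 itself did, and between the replicates the list rose by 2.23 from replicate 1 to replicate 2. With RMRP and RPPH1 included, the median was -0.09 in A549/Abr and 2.30 between the replicates. As first written, the test would have spoken for this explanation, but the list lay at percentile 99.99 against replicate 1 alone and 0.01 against replicate 2 alone. The high values were in replicate 2 alone. RPPH1 was at 1500 there and at 3.54 in replicate 1, 42.9 in A549-100, 15.3 in A549/Abr and 49.7 in A549/Abr-100, and RMRP at 1874 there and at 33.9, 57.0, 28.9 and 275 in the same order. A549 libraries about as low as A549/Abr argue against a change in the resistant cells as the whole cause of the fall. A library difference of this kind and another difference of the culture behind replicate 2 cannot be told apart, since both would set that replicate apart.

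A mislabelled or mixed sample could show as genes of other cell types. Of 5 genes that were taken as absent from A549, 0 reached an FPKM of 1 in both A549/Abr libraries and stayed under it in A549. HBB was at 2.10 in A549 replicate 1 and 4.47 in A549/Abr and listed at 0 in the others, so it could not meet the condition on A549. MTAP was at 0.814 and 0.380 in the A549 replicates, 0.496 in A549/Abr and 1.05 in A549/Abr-100. CDKN2B was at 0.00773 in A549/Abr and listed at 0 elsewhere. The cell identity list had a median of 0.05 over 4 genes, at percentile 38.4. A small share of other cells and no mixture cannot be told apart with so few genes at these levels.

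Lower expression of proliferation genes was tested as a counterpart of slower growth in A549/Abr. The list of 34 genes had a median of 0.84 in A549/Abr compared with A549, at percentile 100. As first written, this test would have ruled the explanation out. The condition on each replicate was added after the values were seen and changed that reading, because against replicate 1 alone the median was 0.02, at percentile 1.8, and against replicate 2 alone 1.75. Other values go against lower expression, with 19 genes higher and 0 lower against each A549 replicate and, compared with A549-100, a median of 1.44 at percentile 100 with all 34 genes higher. Lower and higher proliferation expression relative to genes of the same level cannot be told apart for A549/Abr, since the A549 replicates differ by -1.80 on this list and A549-100 is a treated culture. In A549-100 the median was -0.49 with both replicates and 0.27 without replicate 1.

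A shift from epithelial to mesenchymal genes could accompany the rise of CDH11, AXL and WNT5A. Without these genes and the CEACAM genes, the mesenchymal median in A549/Abr was 0.22 (16 genes), at percentile 33.9, and the epithelial median 0.25 (11 genes), at 46.4. Against replicate 1 alone the percentiles were 70.9 and 67.6, and against replicate 2 alone 7.53 and 86.9. As first written, the test would have ruled such a shift out. No percentile lay outside the middle 95%, on the side of a shift or against it, so with lists this short a shift and none cannot be told apart. With all genes of the lists, which include those of the pattern, the medians against replicate 1 alone were 0.44 for mesenchymal, at percentile 97.46, and -0.21 for epithelial, at 3.52, apart in the direction of such a shift and just inside the middle 95%. Against replicate 2 alone they were 0.26, at 33.3, and 1.10, at 96.36. Compared with A549-100, they were 0.28, at 60.5, and 1.18, at 99.22, in A549/Abr. In A549/Abr-100 they were 0.17, at 46.86, and 1.64, at 99.93. The epithelial list was itself lower in A549-100, a treated culture, by -1.75 and -0.65 against the A549 replicates. The higher epithelial values compared with A549-100 therefore cannot speak for or against such a shift. Over genes above 0 in all libraries the mesenchymal median was 0.59, at percentile 95.8. With both replicates, they were 0.27 and 0.25 in A549/Abr, which turned to -0.033 and -0.11 with the length and GC trend removed, and 0.52 and -0.997 in A549-100.

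The tubulin list had a median of 0.41 in A549/Abr, at percentile 87.4, and 0.47 in A549-100, at percentile 98.0. Neither is firm. Without replicate 2 the median was 0.26 in A549/Abr, at percentile 54.3, and 0.12 in A549-100, at 48.1. In A549-100 it was 0.22 without a filter, at percentile 75.8, and 0.11 after quantile normalization. The NRF2 list had a median of 0.30 in A549/Abr, at percentile 70.7, which turned to -0.014 with median-of-ratios scaling, -0.055 with the trend removed and -0.11 without replicate 2. In A549-100 it was -0.24, and 0.17 without replicate 1. With the drug in A549/Abr it was -0.01. AKR1C2, the lowest gene of the list, was listed at 141, 226 and 134 in A549 replicate 1, A549 replicate 2 and A549-100 and at 0 in both A549/Abr libraries.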
